# Pronounced strain-specific chemosensory receptor gene expression in the mouse vomeronasal organ

**DOI:** 10.1186/s12864-017-4364-4

**Published:** 2017-12-12

**Authors:** Kyle Duyck, Vasha DuTell, Limei Ma, Ariel Paulson, C. Ron Yu

**Keywords:** Vomeronasal, Pheromone, Sexual dimorphic, Strain, Innate behavior, G-protein coupled receptor, Transcriptome

## Abstract

**Background:**

The chemosensory system plays an important role in orchestrating sexual behaviors in mammals. Pheromones trigger sexually dimorphic behaviors and different mouse strains exhibit differential responses to pheromone stimuli. It has been speculated that differential gene expression in the sensory organs that detect pheromones may underlie sexually-dimorphic and strain-specific responses to pheromone cues.

**Results:**

We have performed transcriptome analyses of the mouse vomeronasal organ, a sensory organ recognizing pheromones and interspecies cues. We find little evidence of sexual dimorphism in gene expression except for *Xist,* an essential gene for X-linked gene inactivation. Variations in gene expression are found mainly among strains, with genes from immune response and chemosensory receptor classes dominating the list. Differentially expressed genes are concentrated in genomic hotspots enriched in these families of genes. Some chemosensory receptors show exclusive patterns of expression in different strains. We find high levels of single nucleotide polymorphism in chemosensory receptor pseudogenes, some of which lead to functionalized receptors. Moreover, we identify a number of differentially expressed long noncoding RNA species showing strong correlation or anti-correlation with chemoreceptor genes.

**Conclusions:**

Our analyses provide little evidence supporting sexually dimorphic gene expression in the vomeronasal organ that may underlie dimorphic pheromone responses. In contrast, we find pronounced variations in the expression of immune response related genes, vomeronasal and G-protein coupled receptor genes among different mouse strains. These findings raised the possibility that diverse strains of mouse perceive pheromone cues differently and behavioral difference among strains in response to pheromone may first arise from differential detection of pheromones. On the other hand, sexually dimorphic responses to pheromones more likely originate from dimorphic neural circuits in the brain than from differential detection. Moreover, noncoding RNA may offer a potential regulatory mechanism controlling the differential expression patterns.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4364-4) contains supplementary material, which is available to authorized users.

## Background

In terrestrial animals, pheromones and olfactory cues mediate some key social behaviors [1–3]. Pheromones carry information about sex, reproductive status, genetic background, and individuality of the animals [1, 4]. In many vertebrate species, the vomeronasal organ (VNO) has evolved to specialize in detecting pheromone cues [5, 6]. The recent finding that the VNO responds to cues from other species expands its role in chemosensory perception [7]. In mice, the VNO expresses three major families of G protein coupled receptors: V1rs, V2rs, and formyl peptide receptors (FPRs) [8–13]. Additionally, some odorant and taste receptors are also detected in the VNO.

It has long been recognized that sexually dimorphic behaviors in male and female mice can be triggered by pheromone cues. For example, urine from mature female mice elicits sexual arousal in males, but suppresses sexual maturation and delays estrus cycle in females [14]. The origin of these sexually dimorphic behaviors may arise from brain circuitry that processes pheromone information, the differential recognition of pheromone signals by the sensory organs, or both. Previous studies have found moderate differences between male and female animals in the expression of a few genes in the VNO [15]. However, these studies have examined a single strain of mice, which may not be generalized to mice of different genetic backgrounds. True sexual dimorphism should be detected across different strains.

The patterns of activity in the mouse VNO can encode information about sex, genetic background and individuality of the carrier [16], as well as other species [7]. Several observations suggest that VNO is central in orchestrating innate behaviors. For example, some strains of mice exhibit the Bruce effect, when the presence of a stud male from a different strain causes a newly mated female to abort pregnancy [17]. Exhibition of the Bruce effect depends on not only the recognition of sex, but also strain information, by the VNO [18, 19]. Animals also display kinship recognition and respond stereotypically to cues from animals of different genetic backgrounds. Mice prefer sexual partners of a different genetic background [20, 21]. It is unknown whether kinship recognition and mating preferences directly arise from differential recognition of chemosensory cues mediated at the level of sensory organ.

The vomeronasal receptors are among the fastest evolving genes [22–35]. Comparison of receptor diversity among different species demonstrates highly divergent family members and receptor sequences [26, 28, 31–33, 36]. The diversity of receptor likely accommodates the variety of pheromone molecules. It is possible that co-evolution of pheromones and their receptors results in differential behavioral responses in various strains to influence mate choice, mating frequency and other reproductive behaviors. Differential expression of the receptors and associated proteins may also have a direct impact on how pheromones are recognized. In this study, we analyze VNO transcriptomes of both sexes from four inbred mouse strains. These analyses reveal a rich array of genes that are differentially expressed by the VNO with implications on how pheromones cues can be differentially recognized by different strains of mice.

## Results

### Lack of significant sexual dimorphism in VNO gene expression

We dissected VNO neuroepithelia from 6-week-old male and female animals of C57BL/6 (B6), 129Sv/J (129), SJL and SWR strains. The widely used B6 and 129 strains are derived from the Lathrop and Castle lineages, respectively [37]. In comparison, SJL and SWR lines descend from the Swiss lineage and are closely related to each other. We reason that sampling from these four strains may provide information about strain and sex difference in VNO gene expression.

We extracted total RNA from individual VNO neuroepithelia and performed ribo-depletion to remove ribosomal RNA from the samples prior to library construction. Routine RNAseq was performed on HiSeq platform and high-quality reads were mapped to GRCm38 (mm10) mouse reference genome (Additional file 1: Figure S1). 

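The libraries came from the VNO neuroepithelia of 32 individual mice, 4 males and 4 females of each of the B6, 129, SJL and SWR strains, so that each strain was represented by 8 mice and each sex by 16. The sample labels describe the 129 mice as 129S6/SvEv, whereas the paper names them 129Sv/J, and give the age of all mice as 42 days where the paper writes 6 weeks. Stranded, ribodepleted total RNA libraries were read as 125 bp pairs, and the authors deposited for each mouse the number of read pairs that STAR placed uniquely on each gene of Ensembl release 87 on GRCm38 (mm10). They also deposited the normalized counts, in which the counts of each library are divided by its DESeq2 size factor. Genes are listed by Ensembl identifier and symbol. The reads counted on genes ranged from 5106398 to 18640871 per mouse, with a median of 11461344. In B6 they ranged from 5106398 to 12761796 in females (median 9467518) and from 10612695 to 11983268 in males (median 11324831). In 129, females had 10049070 to 15272614 reads (median 12899306) and males 9724299 to 12673625 (median 10433238). In SJL, females had 7941756 to 11959187 reads (median 10888674) and males 10673452 to 18640871 (median 13956712). In SWR, females had 8829856 to 14666744 reads (median 11225579) and males 13025910 to 15098388 (median 13325852). No pair of libraries of the same strain and sex matched within sampling noise, since the chi-square per degree of freedom of the 48 such pairs lay between 3.01 and 54.2.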

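From the deposited counts, DE was tested with the quasi-likelihood test of edgeR after TMM normalization, over the 18382 genes that passed its filterByExpr for the groups of 4 mice. The sexes were compared with strain as an additive term, and a gene was called with FC > 2 and a Benjamini-Hochberg adjusted p (FDR) under 0.01. Strains were compared in each of their 6 pairs with sex as a covariate, and a gene was called when at least 1 pair had FC > 2 and an FDR under 0.05. Levels are given as deposited normalized counts, with the SD over mice, and LFC standard errors (SE) were approximated from the F statistic of the test. An FC against libraries with 3 or fewer reads each is given as a lower bound, computed from 3 reads. Only uniquely placed reads were counted, so that V1r, V2r, Olfr, H2 and Fpr genes with near-identical copies, and pseudogenes with a parent gene, lose the reads they share with another gene. The reads of all strains were mapped to the B6 genome, which can lower the counts of genes whose 129, SJL or SWR sequence differs from it.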

In total, we identified 44,957 genes as expressed by any of the samples. 

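The deposited tables list 49671 genes, and 44957 of them had at least 1 read in at least 1 of the 32 libraries. Of these, 17851 had a read in every library, 2538 had reads in a single library, and 13071 had 10 or fewer reads over all libraries together. A read was found in 42247 genes of B6, 40279 of SJL, 39282 of SWR and 29091 of 129. Per library, 23124 ± 475 genes had a read in 129 (SD, n = 8), against 29623 ± 3598 in B6, 28056 ± 3077 in SJL and 27232 ± 2523 in SWR (each n = 8). The background of a library was measured as the share of its reads on gene families used in other tissues, in rpm. It had a median of 3.31 rpm in 129, 17.7 in B6, 11.0 in SJL and 10.7 in SWR.

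**Figure D1:**
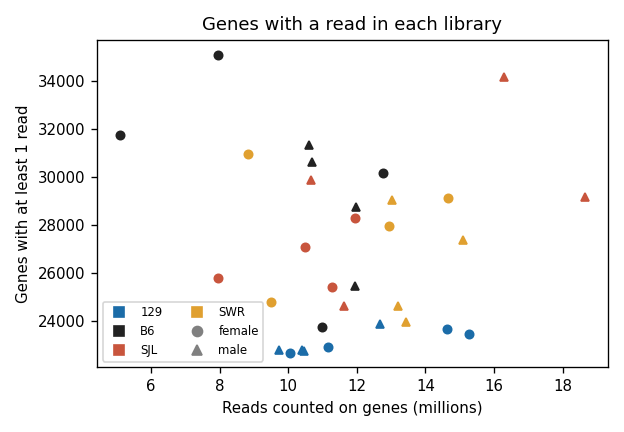
Genes with at least 1 read (y axis) against the reads counted on genes (x axis) in each of the 32 libraries, coloured by strain with a marker for each sex. The 129 libraries lie between 22690 and 23895 genes at every depth, and the B6 libraries reach from 23772 to 35073.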

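A PCA was computed from the regularized log values of the 44957 genes with a read in the 32 libraries. PC1 held 27.5% of the variance, with mean scores of 25.3 in B6, -20.7 in 129, -4.02 in SJL and -0.552 in SWR, and strain accounted for 96.9% of the variance of its scores. PC2 held 22.8%, with mean scores of 17.8 in 129, 12.2 in B6, -13.3 in SJL and -16.7 in SWR, of which strain accounted for 99.0%. PC3 held 14.1% and placed SWR (15.7) and SJL (-17.6) at its ends, with 129 (2.34) and B6 (-0.425) between them. With log2 CPM (counts scaled to the library) in place of regularized log values, PC2 held 13.4% of the variance, the largest change of a component among the alternatives.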

Principal components analysis (PCA) of the dataset indicated that the samples were well separated according to strains (Fig. 1a), with principal component 1 (PC1, 27.5% variance) separating B6 and 129 from each other and the Swiss strains, and PC2 (22.8% variance) separating 129 from both the B6 and Swiss strains. 

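On PC1 the mean score of males lay 0.849 above that of females, and on PC2 0.267 below it (differences of 0.849 and -0.267). With the sex labels shuffled 100000 times within strains, permutation p-values were 0.454 for PC1 and 0.655 for PC2 (two-sided, 16 mice per sex). In no strain did the male and female scores on either component fall into separate ranges, and none of 180 directions in the plane of PC1 and PC2 parted all male from all female libraries (0 of 180).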

Within each strain, however, male and female samples were intermingled (Fig. 1a). 

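PC4 held 8.50% of the variance, but strain accounted for only 2.13% of the variance of its scores. Its high end was set by a pair of libraries, B6 female replicate 1 (34.3) and 129 male replicate 1 (26.3), followed by a score of 7.65, while its lowest score was -11.4. The mean scores of males and females differed by 0.686 on PC3 (permutation p = 0.381) and by 0.269 on PC4 (permutation p = 0.933), and 0 of 180 directions in the plane of PC3 and PC4 parted the sexes. Together, PC1 to PC4 held 72.9% of the variance, and 74.2 to 76.3% when replicate 1, 2, 3 or 4 of every group was left out.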

Analyses of the first four PCs, which accounted for 72.9% of the variance, did not reveal an axis that separated the sexes. Only for PC5 and PC6 (4.11% and 3.1% variances, respectively) did we observe clear separation by sex for all samples (Fig. 1b). This result indicated that sex did not contribute significantly to the variance of gene expression in VNO, although some of the genes indeed showed sexual dimorphic expression.

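PC5 held 4.11% and PC6 3.10% of the variance. The mean scores of the sexes differed by -10.1 on PC5 (males minus females, permutation p = 1e-05, the smallest that 100000 shuffles can give, and 1e-04 after Benjamini-Hochberg adjustment over 10 components) and by 6.63 on PC6 (permutation p = 0.00081, adjusted 0.00405). The scores of males and females did not overlap in 3 of the 4 strains on PC5 and in 1 strain on PC6, so that neither component alone parted the sexes in every strain. In the plane of both components, 57 of 180 directions parted all male from all female libraries. With replicate 1 of every group left out, PC4 alone parted the sexes in all 4 strains. PC5 alone did so without replicate 2, without replicate 4 and with the 500 most variable genes. Without replicate 3, no single component did.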

**Fig. 1:**
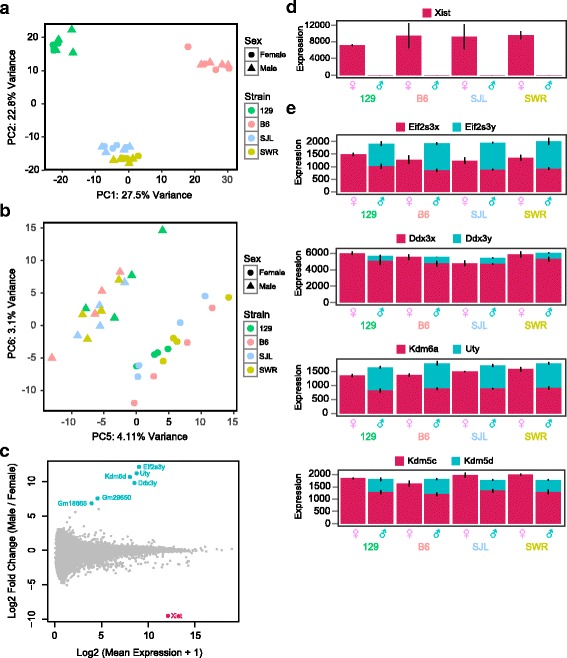
Sex linked gene expression in the VNO. **a** and **b** Principal components analysis (PCA) of all expressed genes in VNO of B6, 129, SWR and SJL strains. **c** MA plot of gene expression in VNOs from male and female mice. Y-axis indicates the maximal value of fold change (FC) between male and female in log2 scale. Genes that exhibit significant DE are highlighted in color (weighted FC > 2; *p* < 0.01). **d** Bar plot of mean normalized expression of *Xist* in male and female mice. **e** Stacked bar plot of mean normalized value of Y chromosome linked genes and their X chromosome homologs. Genes expressed from the X and Y chromosomes are labeled red and teal, respectively. Error bars represent standard deviation of expression values

Previous studies discovered limited sexual dimorphism in gene expression from the olfactory tissues of the B6 strain [15]. However, it was not clear whether the observed sexual dimorphism was also present in other strains as well. We reasoned that for a gene to be considered truly sexual dimorphic, the differential expression between male and female should be consistently observed across all strains. By comparing the male and female samples from all four strains, we found seven genes emerge as differentially expressed (DE) between the sexes with fold change (FC) greater than 2, or Log_2_ fold change (LFC) greater than 1 (*p* < 0.01) (Fig. 1c). Among these were *Xist* (Fig. 1d), an X-linked non-coding RNA gene that plays an essential role in X-inactivation [38], and six Y chromosome genes: *Gm18665, Gm29650, Eif2s3y*, *Ddx3y*, *Kdm5d*, and *Uty* (*Kdm6c*). 

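Of 18382 genes tested over 16 males and 16 females, 7 passed FC > 2 with an edgeR FDR under 0.01. All 7 lay on the sex chromosomes. Leaving out each of the 32 libraries in turn gave 7 or 8 genes. Without adjustment for the number of genes tested, 12 genes had FC > 2 and an unadjusted p under 0.01, the alternative that moved the count most, and 1648 genes of any FC had an unadjusted p under 0.05.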

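Normalized counts of Xist were 8841 ± 2194 in females and 8.02 ± 7.40 in males (SD, n = 16 each), an LFC of -10.09 (SE 0.20, edgeR FDR = 2.45e-29). Xist lies on the X chromosome of GRCm38 from 103460366 to 103483254. In males, normalized counts were 1030 ± 106 for Eif2s3y, 863 ± 63.0 for Uty, 733 ± 84.3 for Ddx3y, 523 ± 81.7 for Kdm5d, 45.5 ± 8.35 for Gm29650 and 28.6 ± 6.72 for Gm18665 (SD, n = 16). No female library had more than 3 reads on any of these genes, and none had a read on Gm29650 or Gm18665 (at most 0 reads). Against that floor, the level in males was at least 309-fold higher for Eif2s3y, 259-fold for Uty, 220-fold for Ddx3y and 157-fold for Kdm5d. It was at least 13.66-fold higher for Gm29650 and 8.58-fold for Gm18665. The edgeR FDR was 2.06e-37 for Uty, 2.63e-34 for Kdm5d and 1.20e-12 for Gm18665, the largest of the 6. Gm18665, an unprocessed pseudogene at 1277313 to 1277582 of the Y chromosome, lies inside Ddx3y on the same strand, so that the reads of the shorter gene could be those of the longer.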

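The X chromosome homologs were compared between 16 females and 16 males. Eif2s3x had 1336 ± 149 normalized counts in females and 917 ± 83.2 in males, a difference of mean log2 counts of -0.54. Kdm6a, the homolog of Uty, had 1455 ± 108 and 878 ± 57.4 (log2 difference -0.73), and Kdm5c had 1869 ± 169 and 1277 ± 92.2 (log2 difference -0.55). Ddx3x had 5572 ± 567 and 4979 ± 392, a log2 difference of -0.16. With sex shuffled within strains, the permutation p was 1e-05 for the first 3 genes, the smallest that 100000 shuffles can give, and 0.00014 for Ddx3x. In the edgeR test over all genes, FDR was 8.09e-20 for Kdm6a, 8.22e-15 for Kdm5c, 8.64e-12 for Eif2s3x and 0.0325 for Ddx3x.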

When we examined these Y chromosome genes, we found that the expression levels of their X allele homologs were slightly lower in males than females (FC < 2; Fig. 1e). Moreover, apart from *Eif2s3*, the expression of the Y chromosome counterpart of the genes in males largely compensated the differences between male and female samples (Fig. 1e). These results suggested that the X-allele genes did not escape dosage-compensation in female VNO. 

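When the counts of both homologs were added, males had 1947 ± 118 and females 1336 ± 149 normalized counts of Eif2s3 (SD, n = 16), a difference of mean log2 counts of 0.55 (permutation p = 1e-05). Sums of Ddx3x and Ddx3y were 5712 ± 400 in males and 5572 ± 567 in females (log2 difference 0.04, permutation p = 0.257), and those of Kdm5c and Kdm5d were 1800 ± 86.9 and 1870 ± 169 (log2 difference -0.05, permutation p = 0.154). The sum of Kdm6a and Uty was 1742 ± 106 in males and 1456 ± 108 in females, which left males higher by 0.26 on the log2 scale (permutation p = 1e-05). The Y gene made up 52.9% of the male sum for Eif2s3, 49.6% for Kdm6a and Uty, 29.1% for Kdm5 and 12.8% for Ddx3. Within strains of 4 males and 4 females, the sums of Eif2s3 (log2 difference 0.36 to 0.66) and of Kdm6a and Uty (0.18 to 0.38) were higher in males of every strain (exact permutation p = 0.0286, the smallest that 4 against 4 allow). The sum of Ddx3x and Ddx3y was higher in SJL males (0.19, exact p = 0.0286), and the sum of Kdm5c and Kdm5d was lower in SWR males (-0.17, exact p = 0.0286).

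**Figure D2:**
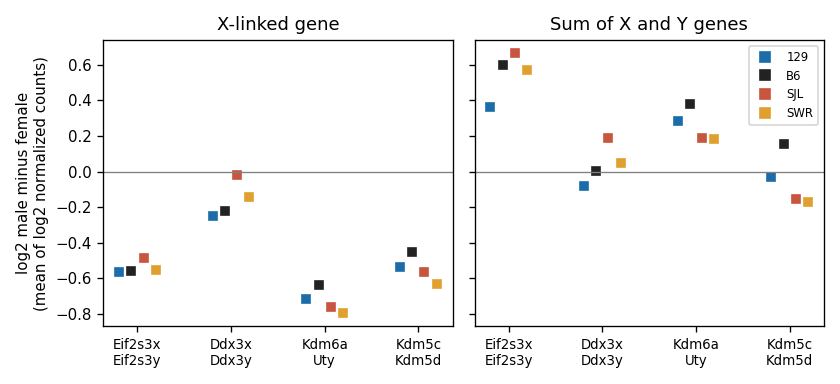
Male minus female difference of mean log2 normalized counts (y axis) for each X chromosome gene and for the sum with its Y homolog, with 1 point per strain (4 males and 4 females each). The sums of Kdm6a and Uty lie above 0 in every strain, between 0.18 and 0.38, while those of Kdm5c and Kdm5d lie on both sides of 0.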

After taking into account the expression of their Y chromosome counterparts, the functions of these genes were not sexually dimorphic. 

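Chemosensory families were examined between the sexes over the genes tested. Of 178 V1r, 153 V2r, 47 Olfr, 5 Fpr, 4 lipocalin, 4 odorant binding protein, 1 major urinary protein and 34 H2 genes, 0 passed FC > 2 with an edgeR FDR under 0.01. At an unadjusted p under 0.05, the numbers were 49 V1r, 35 V2r, 5 Olfr, 1 Fpr, 1 major urinary protein and 1 H2 gene, and 0 lipocalin and 0 odorant binding protein genes. The largest absolute LFC was 0.84 among V1r, 0.82 among V2r, 2.75 among Olfr, 0.15 among Fpr, 0.48 among lipocalin, 0.54 among odorant binding protein and 0.36 among H2 genes, and 1.41 for the major urinary protein gene. The largest Olfr value and that of the major urinary protein gene were past FC 2 with an edgeR FDR above 0.05. The median LFC was 0.10 over the V1r genes, with 138 of 178 higher in males, and 0.05 over the V2r genes, against -0.001 over all genes tested.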

We found no other transcripts, including those related to chemosensory perception such as odorant receptor, vomeronasal receptor or pheromone binding protein genes, to be differentially expressed in the VNO between the sexes. Thus, *Xist* was the only gene exhibiting sexually dimorphic expression in the VNO.

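With FDR alone and no limit on FC, 52 genes had an edgeR FDR under 0.05 between the sexes, and 45 of them were below FC 2. Of the 52 genes, 16 were on the X or Y chromosome and 11 were vomeronasal receptor genes, 10 of them higher in males. Only Vmn2r121, on the X chromosome, was higher in females (3889 against 2209 mean normalized counts, LFC -0.82, edgeR FDR = 8.88e-12). The paper reasons that a sexually dimorphic gene should differ in the same way in all strains, takes the X genes together with their Y homologs as equal in function between the sexes, and from the absence of further DE genes concludes that Xist stands alone.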

### Differential gene expression among strains

We next examined whether gene expression in VNO was different among strains. 

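Among the strains, 3632 genes passed FC > 2 with an edgeR FDR under 0.05 in at least 1 of the 6 pairs. These were 8.08% of the genes with a read and 19.8% of the 18382 genes tested. B6 and 129 differed in 2044 genes (1602 higher in B6 and 442 lower), SJL and 129 in 1540 (1032 higher in SJL), SWR and 129 in 1421 (850 higher in SWR), SJL and B6 in 1469 (490 higher in SJL), SWR and B6 in 1480 (463 higher in SWR), and SWR and SJL in 827 (403 higher in SWR). DESeq2's Wald test called 7607 genes (16.9% of the genes with a read), 3610 of them shared with edgeR, and the test without a filter on low counts called 12873, the alternative that moved the count most. With the background of each library as an added term, a choice made after seeing the data, 2933 of the 3632 genes remained called.

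**Figure D3:**
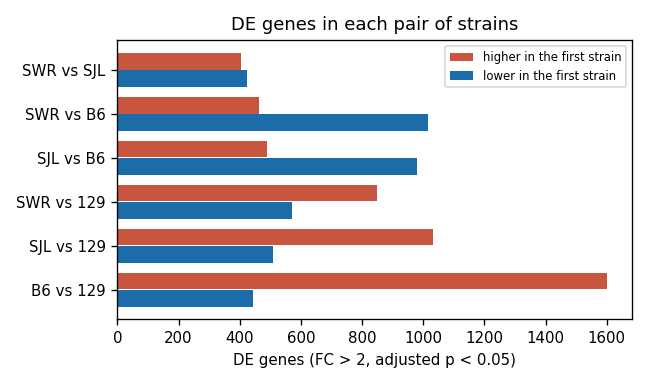
DE genes in each of the 6 pairs of strains (x axis, number of genes with FC > 2 and an adjusted p under 0.05), as bars for the genes higher and lower in the strain named first. The pair of B6 and 129 has the most (2044) and the pair of SWR and SJL the fewest (827).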

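The 10 genes with the largest differences among strains were each at or under 3 reads in every library of at least 1 strain. Gm12033 had 1350 ± 131 normalized counts in SWR (SD, n = 8) and was at least 382-fold lower in each other strain, and Gm13394 had 1024 ± 76.4 in SJL and was at least 290.1-fold lower elsewhere. Rps2-ps13 had 953 ± 79.2 in SWR, at least 312.7-fold above 129. Gm3956 (754 ± 63.0), RP24-286J21.7 (148 ± 57.0) and Vmn1r188 (134 ± 23.5) were found in B6, at least 247-fold, 48.6-fold and 43.9-fold above the other strains. Vmn1r7 had 443 ± 75.8 in 129, at least 125.5-fold above the others. Ftl2-ps had 176 ± 30.2 in SJL, at least 49.7-fold above the other strains. Rprl3 had no read in any of the 8 B6 libraries (0 reads) and 433, 191 and 273 normalized counts in 129, SJL and SWR. Gm31415 had 91.7 in 129 and 117 in B6, at least 31.7-fold above SJL. Gm12033, Gm13394, Rps2-ps13 and Ftl2-ps are processed pseudogenes, whose reads could come from a parent gene that differs in sequence between the strains.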

Of the 44,957 genes expressed in the VNO, we identified a list of 5745 genes (12.8% of all expressed) that were DE among the strains with FC > 2, and false discovery rate (FDR) <0.05 (Fig. 2a). Of these DE genes, 1644 were annotated as either gene models (Gm) or Riken (Rik) genes. These putative genes constituted the largest subgroup (28.6%) of DE genes with no known function. It was yet to be determined how these transcripts affected VNO functions.

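Gene models and Riken genes made up 1070 of the 3632 DE genes (29.5%), which left 2562 with other symbols. Among the 3297 such genes that were tested, 32.5% were DE.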

**Fig. 2:**
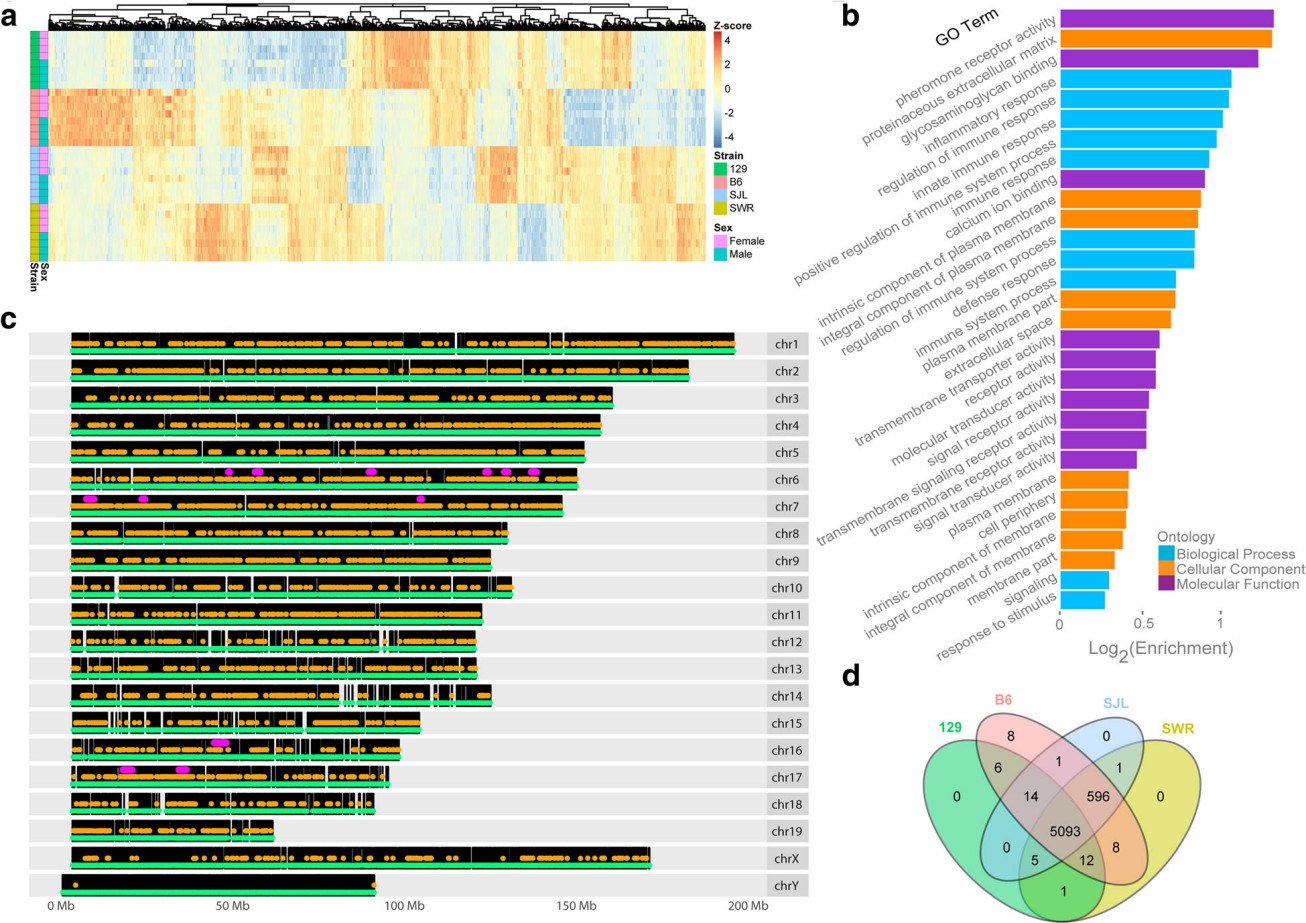
Differential expression of genes among strains. **a** Heatmap of top 1000 differentially expressed (DE) genes in four strains. DE genes are ranked by q-value. **b** GO terms analysis of DE genes. **c** Genomic locations of DE genes on all chromosomes. Each black vertical line indicates an annotated gene. Green and yellow dots indicate expressed and differentially expressed genes, respectively. Purple ellipses on chromosomes 6, 7, 16, and 17 highlight ‘hot spots’ regions that are enriched for DE genes. **d** Venn diagram showing the number of genes specifically expressed by a single strain, or shared by different strains

For the remaining 4101 DE genes that had functional annotations, we performed a gene ontology (GO) analysis to investigate a possible enrichment of the GO terms in certain categories (Fig. 2b). This analysis indicated that G-protein coupled receptor (GPCR) activity and immune system related genes dominated the list. Enriched GO terms of the Biological Process category were related to the regulation of immune, stimulus, and inflammatory responses, as well as signaling (classic Fisher, *p* < 1e-23). In the Molecular Function category, GO terms were highly enriched for binding of calcium and glycosaminoglycan, activity of pheromone, transmembrane, and signal receptors, and transmembrane transporter activity (classic Fisher, p < 1e-12). GO terms in the Cellular Component category were enriched for the cellular periphery, plasma membrane, and extracellular space (classic Fisher, p < 1e-25).

Whereas differentially expressed genes were located throughout the entire genome, some chromosomal regions appeared to contain high numbers of DE genes. 

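Hot spots were sought in windows of 25 tested genes along each chromosome, with gene positions from GRCm38. Over 17784 windows of the 18272 genes with a position, 19.6% of which were DE, the Poisson test with an FDR under 0.05 gave 20 merged regions. Chromosomes 6 and 7 held 4 each, chromosomes 1, 3, 5 and 17 held 2 each, and chromosomes 4, 8, 11 and 13 held 1 each. In windows over all genes with a read there were 26 regions, and with a hypergeometric tail in place of the Poisson tail 39, the alternative that moved the number most.

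**Figure D4:**
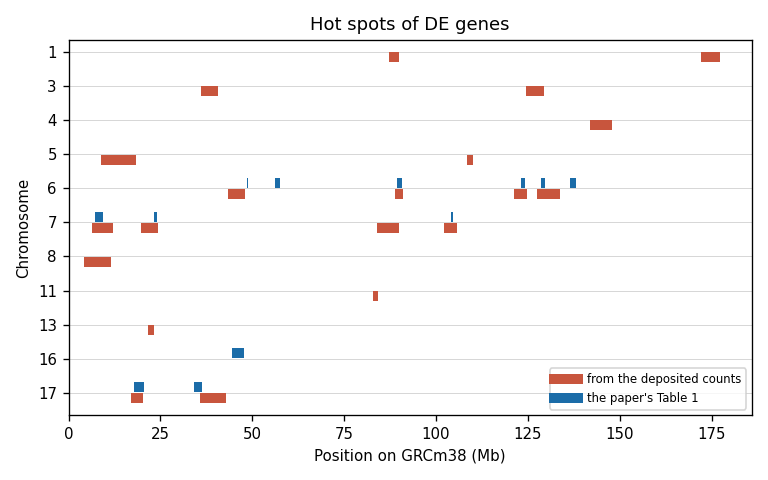
Position of the hot spots along each chromosome of GRCm38 (x axis, in Mb; y axis, chromosome), with those from the deposited counts in red and those of the paper's Table 1 in blue. The 20 regions from the deposited counts lie on 10 chromosomes, with 4 each on chromosomes 6 and 7 and 0 on chromosome 16.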

By applying a sliding window across all the expressed genes on each chromosome, we identified 12 “hot spots” -- genomic regions in which there were a larger percentage of DE genes than random scattering would predict (Poisson test, FDR < 0.05). Interestingly, these clusters are enriched in genes from the chemoreceptor and immune system related gene families. We identified six hot spots on Chr. 6, three on Chr. 7, one on Chr. 16, and two on Chr. 17 (Fig. 2c, Table 1). Three of the six Chr. 6 hotspots, and two of the three Chr. 7 hotspots contained vomeronasal receptors, including vmn1r (Chr. 6) and vmn2r (Chr. 7). 

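DE vomeronasal receptor genes were found in 8 of the 20 hot spots. On chromosome 6, the region from 88842558 to 91116829 had 16 DE genes of 35 tested (exact Poisson tail, adjusted p = 0.00663), 15 of them V1r genes, and the region from 121300227 to 124718831 had 24 of 45 (adjusted p = 0.00103), 7 of them V2r genes. On chromosome 7, the region from 6398715 to 12049295 had 42 of 66 (63.6%, exact Poisson tail, adjusted p = 2.64e-05), with 28 V2r and 5 V1r genes, the one from 19606217 to 24262445 had 23 of 44 with 17 V1r genes, and the one from 83892262 to 90049069 had 23 of 45 with 12 V2r genes. Chromosome 17 from 17064113 to 20285553 had 18 of 33 (exact Poisson tail, adjusted p = 0.0344), with 13 V2r and 3 Fpr genes. Outside these chromosomes, 21 V1r genes were among the 28 DE genes of 53 on chromosome 13 from 21753435 to 23253906, and 10 V2r genes among the 19 of 40 on chromosome 5 from 108311370 to 110129794. The Poisson test takes neighbouring genes as independent.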

Of the 2 hotspots on Chr. 17, the largest one corresponded to a locus enriched in vmn2r genes.

**Table 1:** Hot Spot of Differentially Expressed Genes

Chr	Start	End	Span (MB)	Expr. Genes	DE genes	% DE	Prominent Gene Families
6	48,448,229	48,754,210	0.31	25	11	44%	GIMAP
6	56,172,928	57,664,632	1.49	39	14	35.9%	Vmn1r (Clade C)
6	89,316,314	90,600,203	1.28	46	19	41.3%	Vmn1r (Clades A, B)
6	123,195,632	124,082,601	0.89	27	11	40.7%	Clec, Vmn2r (Clade B)
6	128,648,576	129,740,484	1.09	62	28	45.2%	Clec, Klr
6	136,506,167	138,079,916	1.57	30	12	40%	NA
7	7,171,330	9,389,264	2.22	67	32	47.8%	Vmn2r (Clade A4)
7	23,272,801	24,143,241	0.87	41	18	43.9	Vmn1r (Clade D)
7	104,140,623	104,601,779	0.46	32	13	40.6	Olfr, Trim
16	44,347,121	47,758,671	3.41	40	17	42.5	Cd200, Cd200r
17	17,830,352	20,405,756	2.58	44	19	43.2	Fpr, Vmn2r (Clade A8)
17	34,031,812	36,198,513	2.17	122	47	38.5	Btnl, MHC (Clades IIa, IIb, Ia, Ib)
Hot Spot Totals			18.34	575	241	41.9%	
Whole Genome				44,957	5745	12.8%	

The remaining hotspots largely contained immune system related genes. 

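On chromosome 6, the region from 127561338 to 133767404 had 26 DE genes of 48 tested (54.2%), with Clec2i, Clec2g, Clec2f, Clec7a, Klrb1b, Klrd1, Klrk1, Klra17 and Klra2 among them, and the region with the 7 V2r genes also held Clec4a2, Clec4a3, Clec4n and Clec4d. On chromosome 7, the region from 102065511 to 105744361 had 23 of 45, including Trim6, Trim5, Trim12a, Trim30a, Trim30b and Trim30d. Interferon activated genes (Ifi202b to Ifi214), Slamf8, Slamf9 and Aim2 were among 28 of 50 on chromosome 1 from 172148084 to 177258203, and Slfn1 to Slfn5, Slfn8, Slfn9, Ccl6 and Ccl9 among 14 of 31 on chromosome 11 from 82764345 to 84129600. In the paper's regions of chromosome 6 from 48448229 to 48754210 and of chromosome 16 from 44347121 to 47758671, 7 of 16 and 5 of 18 tested genes were DE. These 2 and the paper's regions of chromosome 6 from 56172928 (6 of 19 DE) and from 136506167 (6 of 17 DE) overlapped no hot spot from the deposited counts, while the other 8 of its 12 regions did.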

Three hotspots on Chr. 6 contained genes from the GIMAP, Clec, Klr families of genes. The hotspots on Chr. 7 and Chr. 16 contained Trim, and CD200/CD200 receptor genes, respectively. On Chr. 17, a 2.17 Mb hot spot was enriched with Butyrophilin-like and MHC class 1b, 2a, and 2b genes, with 20 of 28 of the MHC genes differentially expressed. The downstream end of the hotspot was enriched for MHC class 1b genes. This region was the most densely packed, with 35 expressed genes in a region less than 1 Mb in length, with almost half of them differentially expressed. 

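In the paper's region of chromosome 17 from 34031812 to 36198513, 43 of 113 tested genes were DE (38.1%). It held 28 H2 genes with a read, of which 22 were tested and 18 were DE. The hot spot from the deposited counts lay at the downstream end and beyond it, from 35896946 to 42876665, with 31 of 55 tested genes DE (exact Poisson tail, adjusted p = 3.71e-04). Among them were 12 H2 genes, namely H2-T23, H2-T22, H2-Bl, H2-T-ps, H2-T10, H2-M10.2, H2-M10.3, H2-M10.4, H2-M9, H2-M1, H2-M10.5 and H2-M3, and 4 Olfr genes.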

In total, the hot spots covered 18.34 Mb and 575 expressed genes, 241 (41.9%) of which were DE. This percentage contrasts to the whole genome with an average of 12.8% DE genes.

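The 20 hot spots from the deposited counts covered 91.5 Mb and 814 tested genes, 433 (53.2%) of which were DE. In windows over all genes with a read, they covered 36.3 Mb and 1073 genes, 348 (32.4%) of which were DE, and in windows of 15 tested genes 35.3 Mb and 412 genes, 290 (70.4%) of which were DE. Windows of 50 tested genes gave 195.8 Mb and 1714 genes, 681 (39.7%) of which were DE, and a hypergeometric tail 207.7 Mb and 1678 genes, 778 (46.4%) of which were DE.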

Some differentially expressed genes were present in all strains but at different levels. Others were expressed exclusively in some strains but not others. 5093 (89%) of the DE genes were expressed by all four strains (Fig. 2d). 

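Reads were found in all 4 strains for 3569 of the 3632 DE genes (98.3%), counting a strain when any of its 8 libraries had a read. A gene at 0 in 8 libraries could still be expressed at a level too low to give a read at this depth.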

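Of the 3632 DE genes, 63 (1.73%) had 0 reads in all 8 libraries of at least 1 strain. DESeq2 called 1460 such genes of 7607, and of the 1420 that lacked reads in exactly 1 strain, 1370 lacked them in 129. With the background of the libraries as an added term in DESeq2, a choice made after seeing the data, 1285 of those 1370 genes (93.8%) were no longer called.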

The remaining 11% had no expression in the VNO of both sexes in at least one strain. Of these, eight genes were expressed solely in C57BL/6, and 627 genes were excluded in one strain.

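From the deposited counts, 47 DE genes had no read in exactly 1 strain, 28 of them in 129, 10 in SJL, 5 in SWR and 4 in B6. Reads in B6 alone were found for 6 genes (6820402A03Rik, Duxbl1, Gm20401, Gm8878, Nlrp1c-ps and Vmn1r188), and 0 genes had reads in 1 of the other strains alone. The names of these 6 genes, apart from Vmn1r188, were picked after their values were seen.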

### Chemosensory receptor expressions in different strains

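Of the V1r genes, 296 had a read, 178 were tested and 99 (55.6% of those tested) were DE, and of the V2r genes 220 had a read, 153 were tested and 105 (68.6%) were DE. Reads were found on 1380 Olfr genes, but only 47 passed the filter on low counts, and 43 of these were DE. Of 7 Fpr genes, 5 were tested and 4 were DE. Of 42 taste receptor genes with a read, 1 was tested and 0 were DE. Without the filter, 753 Olfr genes were called, the largest change of a family among the alternatives, and DESeq2 called 325.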

In our analyses, GPCRs (453 out of 5745) constituted a large group of DE genes (Fig. 3a), which included 114 V1r (Fig. 3b), 111 V2r (Fig. 3c), 141 olfactory receptors (Additional file 2: Figure S2), 4 formyl peptide receptors, and 2 taste receptor genes. Differentially expressed V1r genes were found in all clades (A - K) except L, which contains only one gene *Vmn1r70* (Fig. 3b). 

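Clades were taken from gene synonyms that named a clade, which covered 130 of 320 Vmn1r symbols. DE genes numbered 8 of 16 tested in clade D, 5 of 13 in E, 2 of 5 in F, 5 of 11 in G, 4 of 19 in H, 8 of 10 in I, 1 of 2 in J and 1 of 1 in K. Vmn1r70 (chromosome 7, 10631532 to 10636530) had 64.2, 99.1, 85.8 and 69.2 mean normalized counts in 129, B6, SJL and SWR. Its largest LFC, between B6 and 129, was 0.62 (SE 0.13, edgeR FDR = 1.62e-04), below FC 2.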

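Normalized counts of Vmn2r120, on chromosome 17 from 57506453 to 57545505, averaged 897 in 129, 914 in B6, 1244 in SJL and 1547 in SWR. The largest LFC was 0.78 between SWR and 129 (SE 0.08, edgeR FDR = 2.00e-09), below FC 2.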

The DE V2r genes were also found in all clades (A1- A5, A8, A9, B, C, D, and E) except for clade A6, which also contains only one gene, *Vmn2r120* (Fig. 3c).

**Fig. 3:**
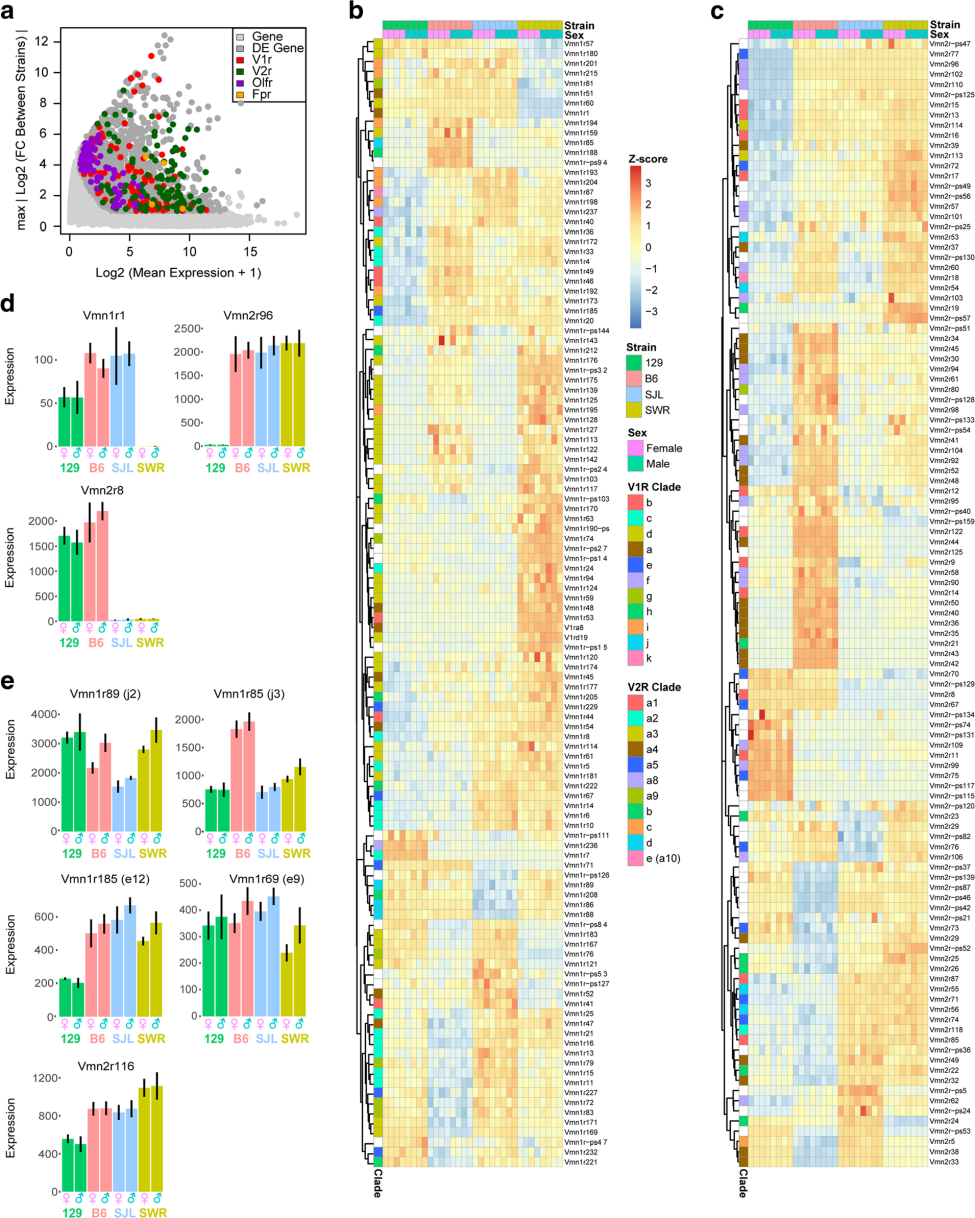
Differential expression of chemosensory receptor genes. **a** MA plot highlighting DE chemosensory receptor genes. Y-axis indicates the maximal value of FC between any two strains in log2 scale. Chemosensory receptors genes are highlighted, including 114 V1r (red), 111 V2r (green), 141 Olfr (purple), and 4 Fpr (orange). **b-c** Heatmaps showing the DE chemoreceptor genes, including V1rs (B) and V2rs (C). Each clade is color-coded. **d** Example bar plots showing expression profiles for highly DE V1rs & V2rs across different strains. **e** Bar plots showing the expression levels of receptors identified as sex pheromone detecting receptors. Error bars represent standard deviation of expression values

Interestingly, we observed a completely lack of expression of some chemosensory genes in one or more strains (Fig. 3d and Additional file 3:Figure S3). Some genes were expressed in a mutually exclusive fashion among the tested strains (Additional file 3: Figure S3). 

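All 8 libraries of 129, SJL and SWR had 0 reads on Vmn1r188 (chromosome 13, 22084440 to 22095916), so that every read on it came from B6. For Vmn1r76, which the annotation used here does not place on a chromosome, normalized counts were 78.5 ± 7.88 in SJL, 62.7 ± 9.05 in 129 and 23.3 ± 9.91 in B6 (SD, n = 8 each). The 8 SWR libraries had 0 reads, so that Vmn1r76 was at least 27.8-fold higher in SJL, 22.2-fold in 129 and 8.26-fold in B6. Vmn1r1 was likewise at 0.106 in SWR, with 1 read in 1 library, and at 56.8, 99.0 and 106 in 129, B6 and SJL.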

In the V1r family, for example, *Vmn1r188* was expressed exclusively in B6, while *Vmn1r76* was expressed in all strains except SWR. In the V2r family, *Vmn2r-ps24* was expressed in all but the 129 strain. 

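The 8 libraries of 129 had 0 reads on Vmn2r-ps24 (chromosome 5, 138532077 to 138532934). Normalized counts were 18.8 ± 7.81 in SJL, 7.27 ± 2.51 in SWR and 5.49 ± 2.30 in B6 (SD, n = 8 each), at least 6.16-fold, 2.38-fold and 1.80-fold above 129. Among V2r genes with higher counts, Vmn2r96 had 27.7 ± 5.56 in 129 and 1997 ± 279.1 in B6, and Vmn2r8 had 29.6 ± 15.9 in SJL and 2084 ± 310.2 in B6.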

We also observed a similar scenario in the DE olfactory receptor genes. *Olfr279* and *Olfr116* were expressed in all but 129 mice. 

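No library of 129 had a read on Olfr279 (chromosome 15, 98492402 to 98502637; 0 reads in 8 libraries). Its normalized counts were 10.1 ± 6.29 in B6, 5.196 ± 4.07 in SJL and 2.15 ± 2.57 in SWR (SD, n = 8 each), at least 3.30-fold above 129 in B6 and 1.70-fold in SJL, while SWR did not exceed what 3 reads would give. Olfr116 had 0 to 6 reads in the libraries of 129, with means of 2.93 ± 1.99 in 129, 3.58 in B6, 2.06 in SJL and 3.63 in SWR. It did not pass the filter on low counts and was not tested.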

Overall, among the DE chemoreceptor genes, 12.3% (14/114) of the V1rs, 8.1% (9/111) of the V2rs, and 65.2% (92/141) of the ORs completely lacked expression in at least one strain. 

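From the deposited counts, 6 of 99 DE V1r genes (6.06%), 4 of 105 DE V2r genes (3.81%) and 1 of 43 DE Olfr genes (2.33%) had 0 reads in all libraries of at least 1 strain. They were Vmn1r7, Vmn1r76, Vmn1r94, Vmn1r139, Vmn1r159 and Vmn1r188, then Vmn2r21, Vmn2r35, Vmn2r-ps24 and Vmn2r-ps74, and Olfr279. Vmn1r94, Vmn1r139, Vmn1r159, Vmn2r21, Vmn2r35 and Vmn2r-ps74 were picked after their values were seen. DESeq2's calls gave 15 of 122 V1r genes (12.3%), 4 of 115 V2r genes (3.48%) and 136 of 325 Olfr genes (41.9%).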

Some of the differentially expressed VRs show single nucleotide polymorphisms (SNPs) with both synonymous and non-synonymous changes. (Additional file 4: Figure S4).

The expression level of different VR genes varied widely. 

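Mean normalized counts per gene over the 32 libraries were 1893 ± 479 in V1r clade J, 460 ± 74.3 in F, 371 ± 67.1 in A, 356 ± 46.2 in E, 335 ± 58.3 in C, 225 ± 143 in K, 198 ± 21.9 in H, 173 ± 36.7 in G, 125 ± 31.2 in I, 119 ± 14.6 in D and 69.7 ± 24.3 in B. Clade J lay above every other clade in 32 of 32 libraries. It held only 2 genes and clade K 1 gene, against 31 in clade C, and the SD is over libraries and not over genes. Clade F lay above A in 26 libraries, above E and K in 30 each, and above B, C, D, G, H and I in 32. Clade E lay above B, D, G, H and I in 32 of 32 libraries, above A in 11, above C in 21 and above K in 24.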

Some clades, such as V1r clade J, E and F, were expressed at higher levels than others (Fig. 3 and Additional file 5: Figure S5). Clade E and J members were shown to recognize female specific cues that identify the sex and the reproductive status of female mice (Fig. 3e) [39]. The function of the V1rf genes remained unknown.

FPRs are a family of chemosensory receptors expressed in the VNO implicated in the recognition of the health statuses of the animals [8, 9, 40]. *Fpr-rs3* had the strongest expression among all FPR genes, which was about 3-fold higher than other FPR. It was also one of four FPR genes differentially expressed. In addition to differential expression, we also found SNPs in FPR genes specific to 129 strain mice (Additional file 6: Figure S6). 

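Normalized counts of Fpr-rs3 (chromosome 17, 20623846 to 20624877) averaged 686 ± 196 over the 32 libraries. Those of the other family members were 232 ± 138 for Fpr3, which lay 2.95-fold lower, 115.6 ± 49.3 for Fpr-rs6, 80.9 ± 48.1 for Fpr-rs4 and 45.7 ± 10.9 for Fpr-rs7. Fpr1 and Fpr2 were near the floor, at 2.68 and 2.21, and were not tested.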

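Fpr-rs3 had 381 ± 39.2 normalized counts in B6, 728 ± 59.4 in 129, 788 ± 79.97 in SJL and 846 ± 96.1 in SWR (SD, n = 8 each). It was called between SJL and B6 (LFC 1.05, SE 0.07, edgeR FDR = 1.34e-14) and between SWR and B6 (LFC 1.15, edgeR FDR = 1.04e-15), while B6 against 129 stayed below FC 2 (LFC -0.94). Fpr3 had 20.6 ± 7.87 in 129 and 256 to 387 in the other strains, with LFC of 3.59 to 4.18. Fpr-rs4 had 3.42 ± 3.61 in 129 against 92.4, 119 and 109 in B6, SJL and SWR, with LFC of 4.74 to 5.09. Fpr-rs6 rose from 54.9 ± 11.6 in 129 to 97.1 in B6, 134 in SWR and 176 in SJL (SJL against 129, LFC 1.68, edgeR FDR = 1.53e-13).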

SNPs in the coding regions of *Fpr-rs3, Fpr-rs4* and *Fpr-rs6* altered protein sequences. One synonymous SNP was found within the protein-coding region of *Fpr3*. The changes in both expression levels and coding sequences implied that the recognition of FRP ligands were likely to be different between 129 and the other strains.

Of the 141 olfactory receptors, only a few data points have more than 1 transcripts per million, indicating that their expression is either limited to an extremely small population of cells or is from leakage. 

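TPM values were computed from the deposited counts and the exon lengths of the 43 DE Olfr genes. Of their 1376 values in 32 libraries, 346 (25.2%) were above 1, with a median of 0.445. They came from 30 genes, 1 of which was above 1 in every library. The largest values were 23.2 for Olfr124, 22.9 for Olfr692 and 10.8 for Olfr1512. Of the 10400 values of the 325 Olfr genes that DESeq2 called, 370 (3.56%) were above 1, with a median of 0.0455. With the background of the libraries as an added term, 241 of those 325 genes were no longer called, a choice made after seeing the data. From few values above 1 TPM among its Olfr genes, the paper reasons that expression either is limited to very few cells or is leakage. The 43 genes here had passed the filter on low counts, and values above 1 were not rare among them.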

Besides the classical chemosensory receptors, we identified 409 genes that were expressed in the VNO of at least one strain, and had GO terms related to GPCR activity or one of its children terms. Of the 409 expressed genes in this group, 138 were differentially expressed between the strains, however none was shown directly to be involved in VNO signaling (data not shown).

### VRs detecting sex pheromones

Only a handful of VRs have been assigned functions in pheromone signaling. This made it difficult to assess whether the differentially expressed receptors could affect pheromone-dependent behaviors. Previous studies have identified several receptors involved in sexually dimorphic behavior in mice [39, 41, 42]. We, therefore, specifically examined *Vmn1r69* (*V1re9*) and *Vmn1r185* (*V1re12*), two receptors known to respond to female sex-specific pheromone cues; *Vmn1r85* (*V1rj3*) and *Vmn1r89* (*V1rj2*), two receptors known to recognize estrus cues; and *Vmn2r116* (*V2rp5*), a receptor for the male-specific ESP-1 peptide (Fig. 3e) [39, 41, 42]. 

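Reads on Vmn1r69, Vmn1r185, Vmn1r85 and Vmn1r89 were found in every library. Vmn1r69 had 359 ± 67.6 normalized counts in 129, 393 ± 61.3 in B6, 424 ± 44.0 in SJL and 291 ± 74.5 in SWR (SD, n = 8 each), and its largest LFC was -0.55 between SWR and SJL (edgeR FDR = 5.00e-05), below FC 2.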

We found all four V1r genes in all strains suggesting the critical roles of these receptors in mating behavior. Three of these genes, *Vmn1r185* and *Vmn1r85*, *Vmn1r89*, were differentially expressed among the strains, with *Vmn1r185* expressed significantly less in the VNO of 129 strain mice, and *Vmn1r85* expressed at higher level in B6 mice than any other strains. 

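Vmn1r185 had 215 ± 25.0 normalized counts in 129 and 530, 626 and 509 in B6, SJL and SWR (SD, n = 8). Its LFC against 129 was 1.29 in B6 (edgeR FDR = 7.12e-14), 1.53 in SJL (edgeR FDR = 6.05e-16) and 1.23 in SWR (edgeR FDR = 2.24e-13). Vmn1r85 had 1896 ± 164 in B6, 749 in 129, 749 in SJL and 1046 in SWR. B6 passed FC 2 against 129 (LFC 1.33, edgeR FDR = 1.00e-15) and SJL (SJL against B6, LFC -1.35), but not against SWR (SWR against B6, LFC -0.87, edgeR FDR = 4.00e-11). Vmn1r89 had 3299 ± 447 in 129, 3130 ± 458 in SWR, 2598 ± 517 in B6 and 1680 ± 213 in SJL. Its largest difference, SJL against 129, was just below FC 2 (LFC -0.99, edgeR FDR = 2.39e-12), and the LFC ranged from -1.04 to -0.95 in the fits that each left out 1 library, so that some of these passed the limit, among them the fit without 129 male replicate 1.

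**Figure D5:**
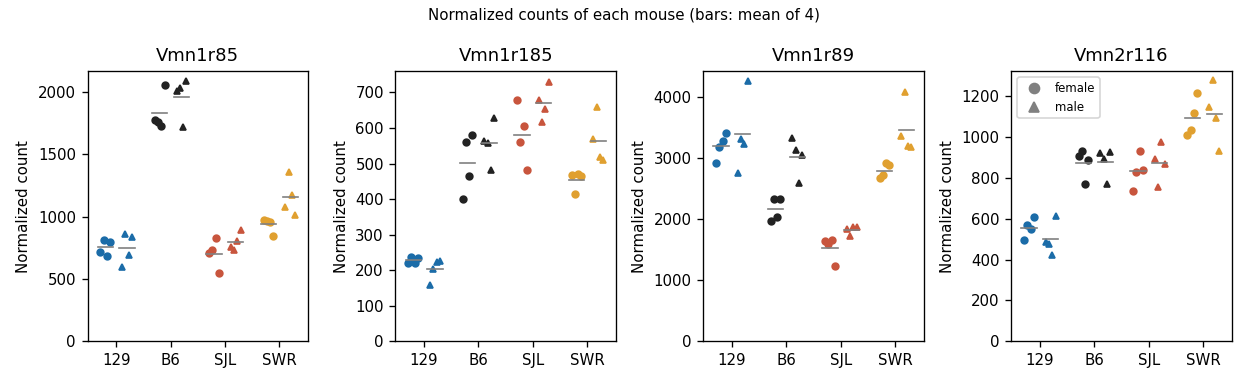
Normalized counts (y axis) of Vmn1r85, Vmn1r185, Vmn1r89 and Vmn2r116 in each library by strain (x axis), with a marker for each sex and bars at the mean of its 4 mice. The 129 mice lie lowest for Vmn1r185, with a mean of 215 over 8 mice, and the B6 mice highest for Vmn1r85, with a mean of 1896.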

Expression of *Vmn1r89* was slightly higher in male VNO of all strains, but the difference was not statistically significant. 

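Over all strains, the LFC of males against females of Vmn1r89 was 0.28 (SE 0.06, edgeR FDR = 0.0108), far below FC 2 and just above an FDR of 0.01. Males and females had 3396 ± 633 and 3203 ± 204 normalized counts in 129, 3026 ± 313 and 2170 ± 193 in B6, 1828 ± 70.1 and 1532 ± 206 in SJL, and 3460 ± 429 and 2800 ± 122 in SWR (SD, n = 4 each). The exact permutation p was 0.743 in 129 and 0.0286 in each of the other strains, or 0.114 after Benjamini-Hochberg adjustment over the 20 tests of 5 receptors in 4 strains. DESeq2 gave an FDR of 7.17e-04 for the same comparison.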

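Among Vmn1r69, Vmn1r185, Vmn1r85, Vmn1r89 and Vmn2r116 in the 4 strains, the lowest log2 difference of males against females was -0.19 for Vmn1r185 in 129 (exact permutation p = 0.171, n = 4 each). Vmn2r116 in 129 followed with -0.16 (exact permutation p = 0.257), and Vmn1r85 in 129 with -0.03 (exact permutation p = 0.943). All other differences were above 0, up to 0.51 for Vmn1r69 in SWR (exact permutation p = 0.0571).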

No genes exhibited preferential expression in the females.

We observe high levels of polymorphism in Vmn2r116 for 129 strain mice, although the difference in expression between strains is not significant given our stringent threshold of FC > 2 (Fig. 3e). 

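Vmn2r116, on chromosome 17 from 23384604 to 23404422, had 528 ± 67.7 normalized counts in 129, 876 ± 66.8 in B6, 854 ± 81.1 in SJL and 1104 ± 114 in SWR (SD, n = 8 each). SWR exceeded 129 by an LFC of 1.05 (edgeR FDR = 3.47e-14), which remained between 1.01 and 1.10 in the fits that each left out 1 of the 32 libraries. The other pairs stayed below FC 2.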

There were six SNPs within the reading frame, five of which resulted in non-synonymous amino acid changes, including a Gly to Asp substitution within the predicted 7-TM domain. In contrast, no SNPs within the reading frames of *Vmn1r185* or *Vmn1r89* were detected. *Vmn1r69* contained only two SNPs, both found only in the Swiss mice, and only one of which resulted in a change in amino acid sequence. *Vmn1r85* contained no synonymous polymorphisms within the ORF.

### Functionalized Pseudogenes

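Of 10528 genes with a pseudogene biotype, 8990 had a read and 596 were tested, of which 325 (54.5%) were DE. Without a filter on low counts 2501 pseudogenes were called, and DESeq2 called 830.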

We identified a list of 504 DE genes that were annotated as pseudogenes in the reference genome. 

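The normalized counts of the 325 DE pseudogenes summed to 13412 ± 841 in B6, 24098 ± 998 in 129, 25998 ± 1557 in SJL and 30032 ± 1747 in SWR (SD, n = 8 each). As these genes were picked by their strain differences, the sum was tested over all 596 tested pseudogenes, called or not, a choice made after seeing the data. It was 24071 ± 1475 in B6, 34365 ± 1260 in 129, 36159 ± 1738 in SJL and 40915 ± 2116 in SWR, and B6 lay below the other strains (strain labels permuted, permutation p = 1e-05, the smallest that 100000 permutations can give). Over these 596 genes, Gm15459 made up 9.53% of the sum and had 36.3 normalized counts in B6 against 4194 to 4475 in the other strains. Without it the sums were 24034 ± 1470 in B6, 30171 ± 1113 in 129, 31952 ± 1544 in SJL and 36441 ± 1887 in SWR (permutation p = 1e-05 for B6). Vmn2r-ps159 went the other way, with 5175 in B6 and 1005 to 2171 elsewhere. Gm15459 and Vmn2r-ps159 were picked after their values were seen. Counted by gene, 210 of the 596 were lowest in 129, 160 in B6, 145 in SJL and 81 in SWR. Of the 325 DE pseudogenes 105, 110, 68 and 42 were. Over all 8990 pseudogenes with a read, 7086 were lowest in 129, 518 in B6, 756 in SJL and 630 in SWR. The sum over that set was again lowest in B6 by its mean (30622 ± 5230), but the B6 libraries (24682 to 39520) overlapped those of 129 (34838 to 38747).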

B6 had the lowest pseudogene expression (Fig. 4a). Many of these pseudogenes contained SNPs, some of which led them to encode functional proteins. Two Vmn1r pseudogenes, *Vmn1r-ps27*, and *Vmn1r-ps32*, as well as one Vmn2r pseudogene, *Vmn2r-ps53*, encoded functional receptors because of insertions that changed the reading frame and/or SNPs that removed stop codons. 

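Normalized counts of Vmn1r-ps27 (chromosome 6, 89802827 to 89806102) were 84.1 ± 9.56 in SWR, 16.9 ± 6.85 in B6, 16.7 ± 9.67 in 129 and 4.11 ± 3.06 in SJL (SD, n = 8 each). The LFC of SWR was 2.32 against 129 (edgeR FDR = 7.35e-09), 2.35 against B6 (edgeR FDR = 8.32e-09) and 4.36 against SJL (edgeR FDR = 3.71e-13). Vmn1r42, whose reads the counting could have lost where the sequences are alike, had 96.9 in SWR and 59.8 to 72.9 in the other strains.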

*Vmn1r-ps27* was expressed over 2-fold higher in SWR than in any other strain. It contained ten SNPs solely found in the SWR strain (both male and female samples) (Fig. 4b-c, Additional file 7: Figure S7). These SNPs resulted in an ORF over the entire gene length to encode a 329- amino acid protein that shared 84% protein identity (91% nucleic acid identity) with Vmn1r42 (Fig. 4c and Additional file 7: Figure S7). 

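Vmn1r-ps32, at 90146431 to 90155644 of chromosome 6, had 619 ± 55.7 normalized counts in SWR, 138 ± 22.3 in B6, 43.1 ± 12.6 in 129 and 26.9 ± 9.26 in SJL (SD, n = 8 each). The LFC of SWR was 2.16 against B6 (SE 0.12, edgeR FDR = 2.57e-16), 3.83 against 129 (edgeR FDR = 6.73e-22) and 4.51 against SJL (edgeR FDR = 5.51e-23). Its paralog Vmn1r45 had 1109 in SWR, 708 in B6, 596 in SJL and 421 in 129, and any read that fits both genes equally well is counted for neither.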

*Vmn1r-ps32*, which was expressed over 3-fold higher in SWR than in any other strain, contained a C insert 359 bp from the start codon that restored the reading frame such that the ORF encoded a 318-amino acid protein with 95% protein identity and 97% nucleic acid identity to *Vmn1r45*. We suspect that this phenomenon is more widespread than these two examples. However, due to the lack of complete reference genome for 129, SWR and SJL at the time of the study, we are not able to test whether all B6 psuedogenes listed in Fig. 4a have functional counterparts in the other three strains.

**Fig. 4:**
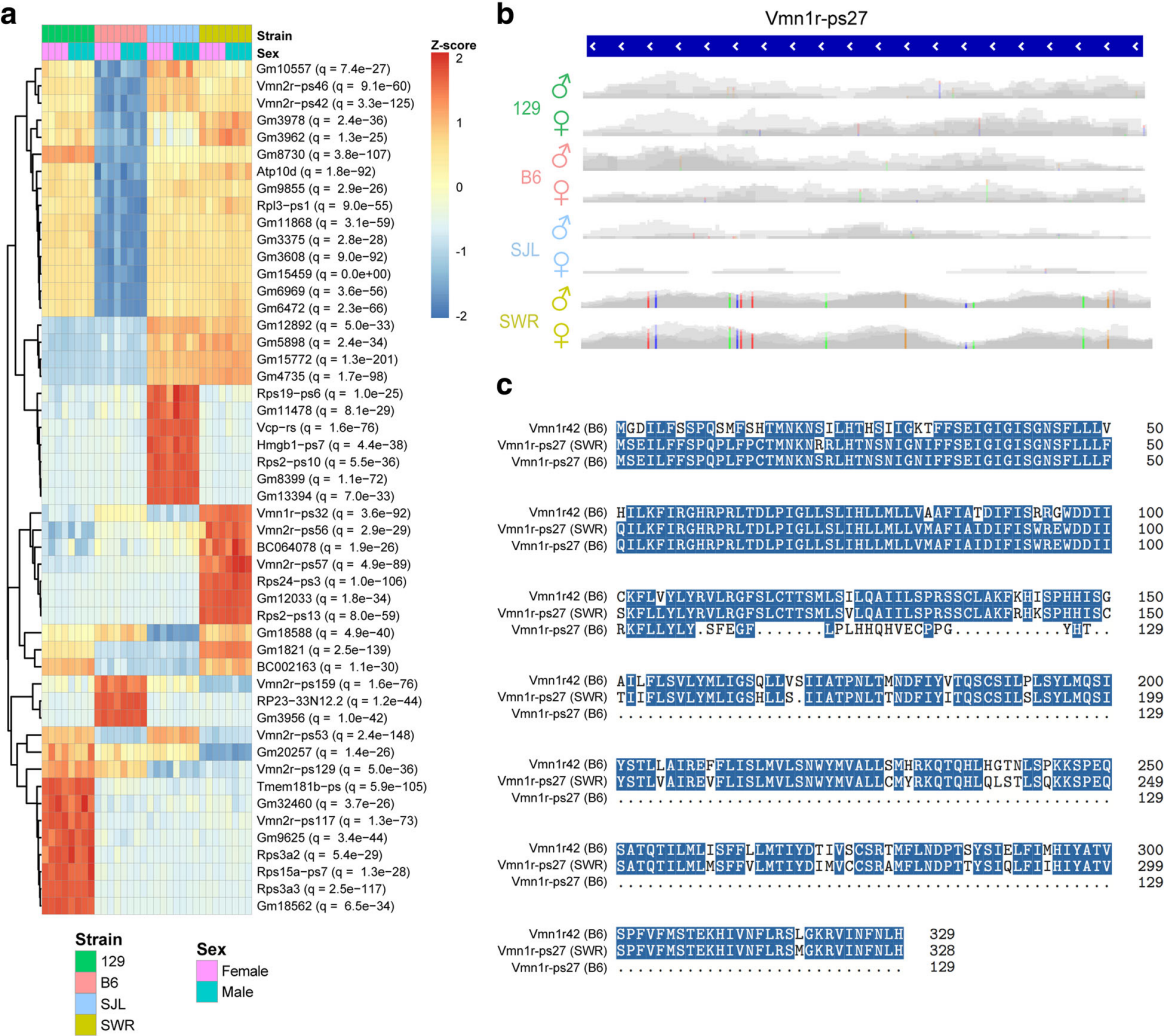
Differential expression of pseudogenes and gene model transcripts. **a** Heatmap of expression profiles of top 50 pseudogenes and gene models that are DE across strains. DE genes are ranked by q-value. **b** Track view of Vmn1r-ps27. The expression levels are of the same scale and 10 SNVs (color bars) are indicated with base substitutions represented as follows: thymine as red, guanine as brown, cytosine as blue, and adenine as green. **c** Translated sequence of SWR Vmn1r-ps27 indicates that it is a full-length V1r with 84% identity to Vmn1r42

### Immune system related genes

An interesting observation was that 2159 immune system related genes were found to be expressed in VNO epithelia and 591 of them showed differential expression among strains (Fig. 5a). It was not clear whether these genes simply reflected the genetic background of the mice or contributed to the VNO mediated pheromone response. The largest group included 32 MHC genes, whereas others included five fragment receptor (Fce/g), eight guanylate binding protein (Gbp), five interferon induced (Ifit), 13 interleukin (Il), 11 interleukin receptors, and eight Toll-like receptor (Tlr) family genes (Fig. 5a). 

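By symbol, 45 H2 genes had a read, 34 were tested and 26 (76.5%) were DE. DE genes were also 5 of 6 tested Fc receptor genes, 9 of 10 Gbp genes, 5 of 6 Ifit genes, 4 of 9 interleukin genes, 7 of 23 interleukin receptor genes and 5 of 9 Tlr genes. A read was found on 37 interleukin genes, 12 of which DESeq2 called.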

Interestingly, five of the immune system related genes were polymorphic pseudogenes with protein coding sequences known to be intact in other individuals of the same species.

**Fig. 5:**
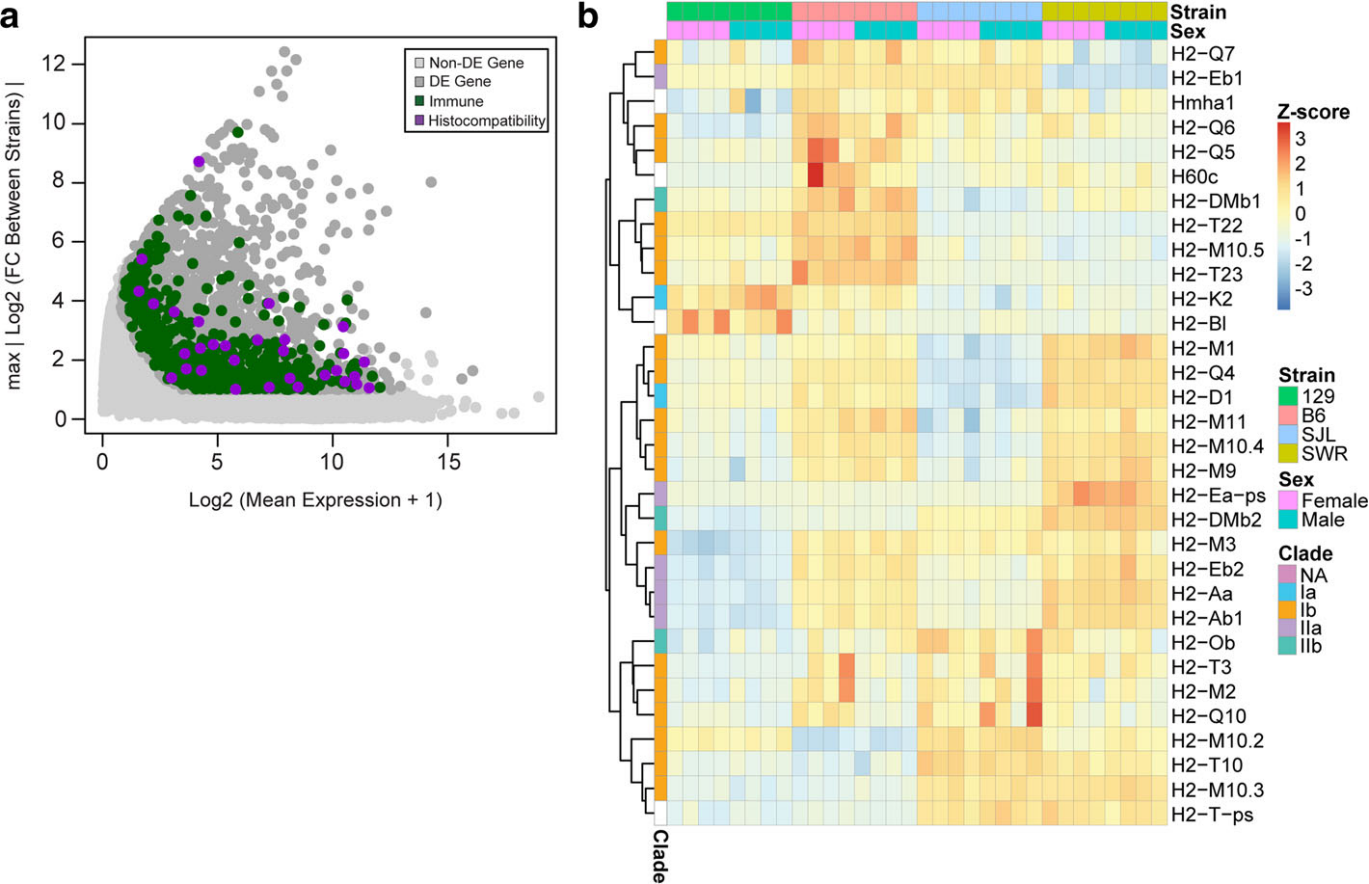
Differential expression of immune system related genes. **a** MA plot highlighting DE immune system related genes. Y-axis indicates the maximal value of FC between any two strains in log2 scale. Immune system genes are highlighted, including immune response gene (green) and MHC (purple). **b** Heatmap of the expression profile of the MHC genes in all four strains

The class I MHC molecules present peptide antigens derived from intracellular proteins to elicit immune responses. The expression of these genes was expected to be strain specific. Of the DE MHC genes, two were of class 1a, five were class IIa, and three were class IIb molecules (Fig. 5b). 

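The 26 DE H2 genes were H2-D1 and H2-K2, the class II genes H2-Aa, H2-Ab1, H2-DMb1, H2-DMb2, H2-Ea-ps, H2-Eb1, H2-Eb2 and H2-Ob, and H2-Bl, H2-M1, H2-M3, H2-M9, H2-M10.2, H2-M10.3, H2-M10.4, H2-M10.5, H2-Q4, H2-Q6, H2-Q7, H2-Q10, H2-T10, H2-T22, H2-T23 and H2-T-ps. The annotation used here lists H2-K2, H2-Ea-ps and H2-T-ps as unprocessed pseudogenes, and it does not group H2 genes by class.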

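In 129, H2-Bl (chromosome 17, 36080115 to 36084223) had 20.2 ± 8.39 normalized counts, against 5.05 ± 3.73 in B6, 3.01 ± 1.68 in SJL and 2.40 ± 1.72 in SWR (SD, n = 8 each). Its LFC against 129 was -2.14 in B6 (edgeR FDR = 7.46e-06), -2.60 in SJL (edgeR FDR = 4.62e-07) and -2.96 in SWR (edgeR FDR = 7.57e-08). No B6 library had more than 6 reads on it.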

H2-Bl, a polymorphic pseudogene was also found to be DE. A subset of the MHC class 1b genes, specifically those of the H2-Mv family (*H2-M1, H2-M9*, *H2M10.2–5*, and *H2-M11*) have been shown to be co-expressed with specific clades of Vmn2r genes, namely *V2ra1–5* and *V2rc* [43–45]. They have been suggested to be either co-receptors of the Vmn2r products or to facilitate their expression on the VNO neuron surface.

### lncRNAs expression is correlated with chemoreceptors

Long non-coding (lnc) RNA have emerged as major regulators of gene expression in cell differentiation and development [46–48]. We found 446 lncRNA biotypes from the DE gene set (Fig. 6a). 

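Of 7786 genes with a lncRNA biotype, 7188 had a read, 1511 were tested and 441 (29.2% of those tested) were DE. They included 184 lincRNA, 128 antisense, 80 processed transcript and 42 sense intronic genes. Another 321 DE genes had the biotype TEC (to be experimentally checked) and were not counted. DESeq2 called 1468 lncRNAs and the test without a filter on low counts 2937.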

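Among the 441 DE lncRNAs, 370 (83.9%) had Gm or Rik symbols.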

The majority of these DE genes were gene models or Riken transcripts with unknown functions. Two highly expressed lncRNAs showed differential expression among the strains: *Gm26870* and *Miat* (Fig. 6b). Both genes showed exclusive expression profiles with high expression level in some strains and virtually undetectable in others (Fig. 6c). 

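The annotation places Miat on chromosome 5 from 112213228 to 112229395 and Gm26870 on chromosome 9 from 3000282 to 3038313, both as lincRNA. Both were called, and both had reads in each of the 32 libraries.

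**Figure D6:**
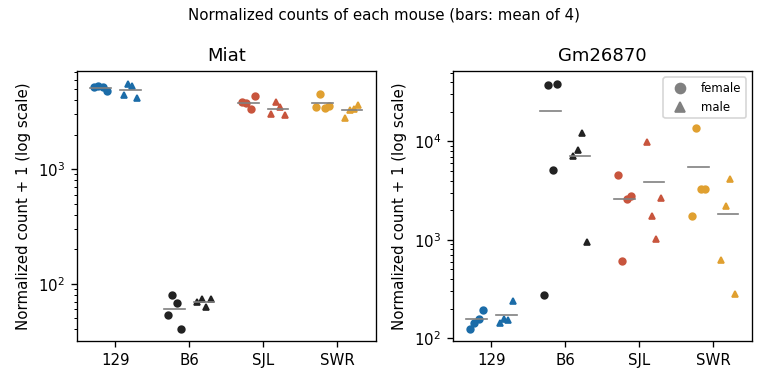
Normalized counts + 1 of Miat and Gm26870 in each library (y axis, log scale) by strain (x axis), with a marker for each sex and bars at the mean of its 4 mice. The 8 B6 libraries lie apart from all others for Miat, while the libraries of B6, SJL and SWR spread over a wide range for Gm26870.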

*Miat* was expressed highly by 129, SJL, and SWR strains, but at low levels in B6. 

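Miat had 64.2 ± 12.9 normalized counts in B6, 3572 ± 457 in SJL, 3504 ± 475 in SWR and 5007 ± 482 in 129 (SD, n = 8 each). B6 was lower than 129 by an LFC of -6.25 (SE 0.11, edgeR FDR = 3.13e-31), and SJL and SWR were above B6 by LFC of 5.76 and 5.72, while SJL and SWR lay within FC 2 of 129.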

*Gm26870* was expressed in B6 and Swiss Strain, but was virtually absent in the 129 strain with only a few samples in SWR showing very low expression.

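Gm26870 had 163 ± 35.7 normalized counts in 129, 13662 ± 15422 in B6, 3220 ± 2950 in SJL and 3658 ± 4304 in SWR (SD, n = 8 each), with 257 to 26733 reads in the B6 libraries. Its LFC against 129 was 6.24 in B6 (SE 0.83, edgeR FDR = 1.21e-07), 4.38 in SJL (edgeR FDR = 2.12e-05) and 4.32 in SWR (edgeR FDR = 2.57e-05). Over the 24 libraries of B6, SJL and SWR, its level rose with the background of the library (Pearson's r = 0.826, permutation p = 1e-05; Spearman's rho = 0.905, permutation p = 1e-05; r = 0.772 without the 2 farthest libraries), with an adjusted p of 7.5e-05 over 30 such relations. Within strains of 8 libraries, r was 0.760 in B6 (permutation p = 0.0294), 0.880 in SJL (permutation p = 0.00468), 0.945 in SWR (permutation p = 4.2e-04) and -0.149 in 129 (permutation p = 0.689). With the background as an added term, chosen after seeing the data, none of the 6 pairs of strains was called, and the LFC between B6 and 129 was 2.02 (edgeR FDR = 0.0798).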

**Fig. 6:**
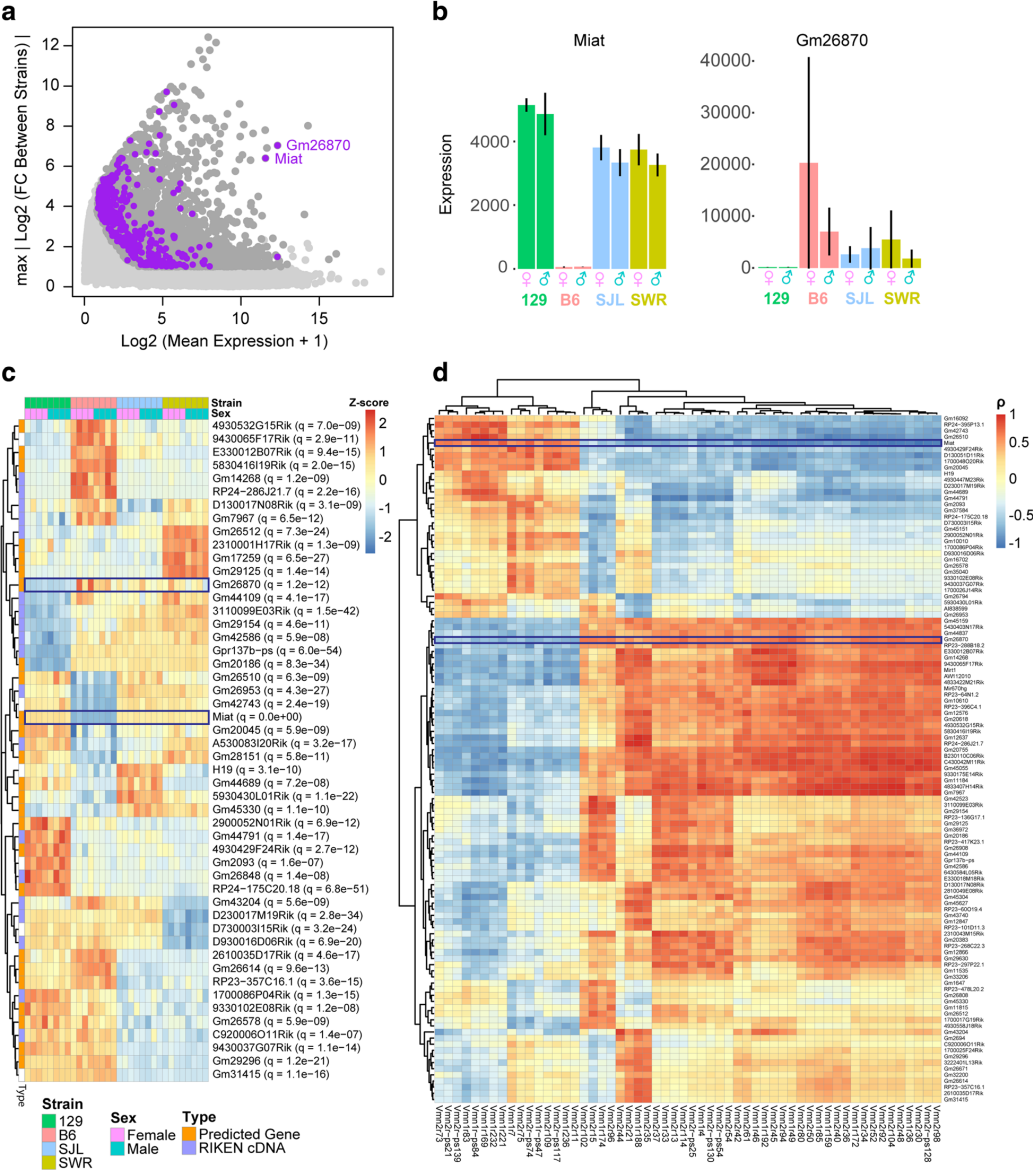
Differential expression of lncRNAs. **a** MA plot highlighting the 446 DE lncRNAs (purple). Y-axis indicates the maximal value of FC between any two strains in log2 scale. **b** Bar plot of mean normalized expression value of Miat and Gm26870 in all four strains. Error bars represent standard deviation of expression values. **c** Heatmap showing expression profiles of top 30 lncRNAs. The majority are gene model predictions and Riken transcripts. **d** Hierarchical analysis showing correlation between a subset of DE lncRNA and DE vomeronasal receptors that correlate highly with one another. Miat and Gm26870 are indicated

We examined whether there was a correlation between the differentially-expressed lncRNAs and chemosensory receptor genes. 

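Correlations were computed on log2 normalized counts after centring each strain, because the strains form separate clusters. Centring removes the differences between strain means, so that these r cannot show whether lncRNAs and receptors differ together among strains. The paper mentions no such centring for its cluster analysis, which may therefore rest on another measure. Of 72324 pairs of the 441 DE lncRNAs with 164 DE V1r and V2r genes that are not pseudogenes, 1 had an absolute r above 0.8, and 3 of 100 shuffles of the libraries within strains gave as many. That pair was Gm6878 and Vmn1r236 (r = 0.812, permutation p = 1e-05, adjusted 2e-05 over 6 named pairs; rho = 0.643, permutation p = 3.2e-04; r = 0.776 without the 2 farthest libraries). Within strains r was 0.836 in 129, 0.892 in B6, 0.668 in SJL and 0.899 in SWR (exact permutation p = 0.00933, 0.00819, 0.0809 and 0.00203, n = 8 each). Gm6878 came next with Vmn2r11 (r = 0.782, rho = 0.714, r = 0.738 without 2 libraries) and Vmn1r47 (r = 0.776, rho = 0.720, r = 0.768 without 2), each with a permutation p of 1e-05 for r. The p-values of single pairs do not count that the pairs were picked as the largest. Miat had its largest absolute r with Vmn1r7 (r = -0.509; permutation p = 0.52 for the largest of 164 receptors; rho = -0.138), and this rested on the 2 farthest libraries, without which r was -0.147. Gm26870 had its largest with Vmn1r139 (r = -0.592; permutation p = 0.145 for the largest of 164; rho = -0.396; r = -0.547 without 2 libraries), which had 0 reads in 129 and SJL, so that r came from B6 and SWR alone. Over the 164 receptors, r was positive for 43 with Miat and for 107 with Gm26870. By strain means, 83 of the 164 receptors were lowest in 129 and 36 in B6, and 59 were highest in SWR and 15 in 129.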

Upon cluster analysis, we found that one group of lncRNAs, including *Miat*, was negatively correlated with a number of chemosensory receptor genes, and a second group was positively correlated with the rest (Fig. 6d). This finding implied a possible link between some of these lincRNAs and the differential expression of the chemosensory receptors.

### Strain and sex specific expression of genes

Differentially expressed genes may be associated with specific combinations of sex and strain. These cases would be missed by our analyses when the data are aggregated in a phenomenon called the Simpson’s paradox [49]. Therefore, we performed an analysis to identify genes that showed DE between males and females within individual strains. 

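Males and females were compared within strains in a model with the means of the 8 groups of 4 mice, with FC > 2 and an edgeR FDR under 0.05. The 7 sex chromosome genes with differences over all strains were called in each strain, and made up all 7 calls in 129. In addition, 3 genes were called in B6, 3 in SJL and 8 in SWR, or 13 different genes, against 1447, 1680, 1221 and 1516 genes at an unadjusted p under 0.05 in 129, B6, SJL and SWR. Without a filter on low counts, 136 genes were called in B6, the largest change in number of genes among the alternatives, and 114 in 129. In SWR, Wnt7b had 227 ± 18.1 normalized counts in males and 86.2 ± 12.2 in females (SD, n = 4; LFC 1.40, edgeR FDR = 1.39e-05), and Ajuba had 295 ± 52.5 and 125 ± 22.4 (LFC 1.25, edgeR FDR = 3.62e-04). In B6, Olfr124 (LFC 6.07, edgeR FDR = 0.0115), Aox4 (LFC -1.40, edgeR FDR = 0.0173) and Rn18s-rs5 (LFC 1.47, edgeR FDR = 0.0435) were called, and they stayed called in 28, 28 and 19 of 32 fits that each left out 1 library. Olfr124 had 174 ± 240 normalized counts in B6 males and 2.90 ± 2.54 in females. Markers of main olfactory sensory neurons lay highest above the strain in B6 male replicates 3 and 4 (by 1.66 and 0.853 on the log2 scale). Tissue of the main epithelium therefore stays open as a source of the Olfr124 difference. Batf (LFC -1.98, edgeR FDR = 0.0507), Ttc22 (LFC -1.90, edgeR FDR = 0.0811) and Gm25099 (LFC 1.54, edgeR FDR = 0.208) were not called in B6. Gm4017 and Tspy-ps, on the Y chromosome, were below the filter on low counts, with 0 reads in every female and means of 7.20 and 3.98 in males. In SJL, Rps16 (LFC 1.04, edgeR FDR = 0.00717) and Vmn2r98 (LFC 1.21, edgeR FDR = 0.0152) were called besides Vmn2r9. Among the 8 SWR genes, Vmn2r9, Wnt7b, Ajuba and Vmn1r-ps47 stayed called in 32 of 32 fits that each left out 1 library. Reg1, 2310043M15Rik, Nr4a3 and Cldn22 stayed called in 30, 28, 27 and 6. In a fit on the 8 mice of the strain alone, Olfr124, Aox4 and Rn18s-rs5 in B6 and Rps16 and Vmn2r98 in SJL were not called.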

We identified 10 genes that were differentially expressed in this specific manner: *Ajuba* (SWR)*, Vmn1r-ps47* (SJL and SWR), *Vmn2r9* and *Wnt7b* (SWR), 5 genes in B6 (*Batf, Gm4017, Gm25099, Rn18s-rs5* and *Ttc22) and Tspy-ps* (all 4 strains) (Fig. 7). Two of these genes, *Vmn2r9* and *Vmn1r-ps47,* encoded vomeronasal receptors and may mediate vomeronasal-based behaviors. 

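Vmn2r9 (chromosome 5, 108835273 to 108852601) had 457 ± 55.7 normalized counts in SJL males and 141 ± 19.0 in SJL females (SD, n = 4; LFC 1.70, SE 0.14, edgeR FDR = 3.14e-10), and 614 ± 54.8 and 262 ± 18.7 in SWR (LFC 1.22, SE 0.13, edgeR FDR = 1.30e-07). In 129 the levels were 429 ± 71.7 and 392 ± 61.0 (LFC 0.13), and in B6 1055 ± 108 and 862 ± 133 (LFC 0.30). The difference between strains was itself past the limit (interaction, edgeR FDR = 1.11e-05), and 3 genes in all had an interaction FDR under 0.05 by edgeR. Vmn1r-ps47 (chromosome 7, 10278484 to 10286840) had 83.1 ± 13.2 in SWR males and 33.8 ± 10.9 in females (LFC 1.27, edgeR FDR = 0.00317), while SJL remained just short of the limits (LFC 0.99, edgeR FDR = 0.0597). Its sex difference was not shown to differ between strains (interaction, edgeR FDR = 0.527), and over all strains its LFC was 0.84 (edgeR FDR = 8.30e-05). Both genes belong to families with near-identical copies, from which reads could be missing. The paper proposes that both, as vomeronasal receptor genes, may mediate behavior.

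**Figure D7:**
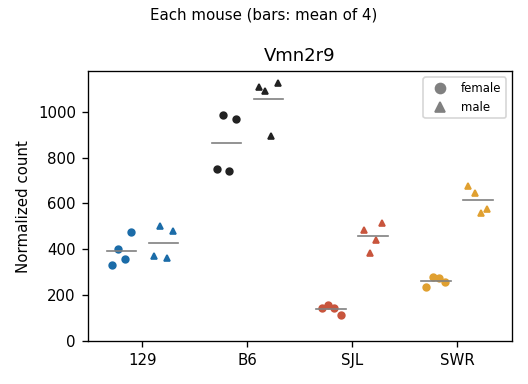
Normalized counts of Vmn2r9 in each library (y axis) by strain (x axis), with a marker for each sex and bars at the mean of its 4 mice. Males lie above females in SJL, with means of 457 and 141, and in SWR, with means of 614 and 262, and overlap with them in 129.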

No other gene has any known function in the VNO.

**Fig. 7:**
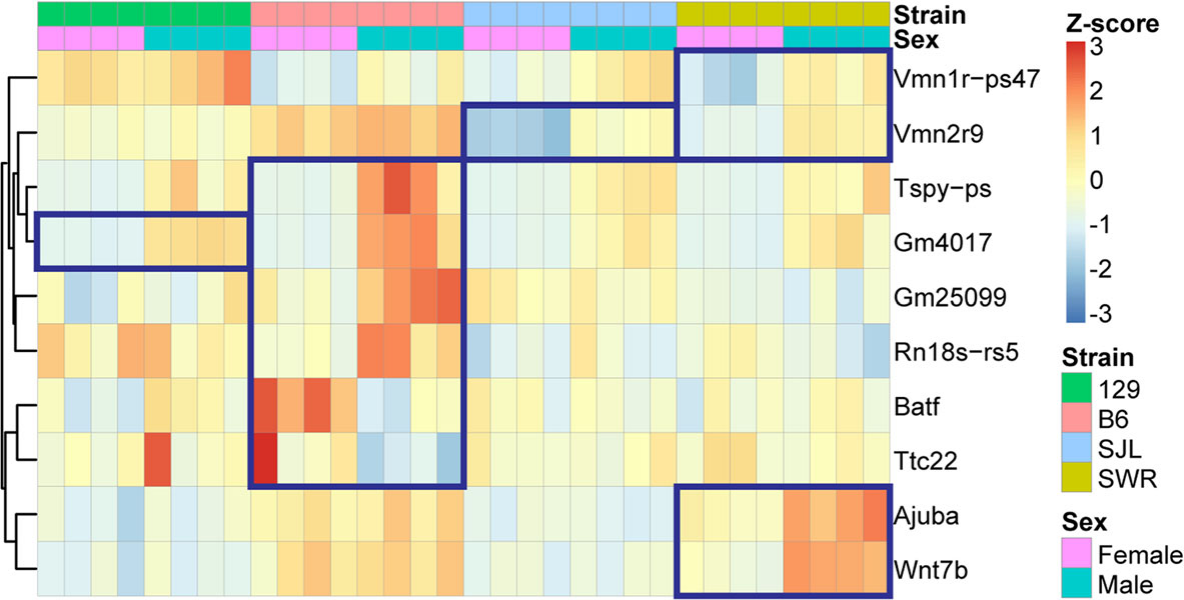
Differential gene expression between male and female animals within same strains. Heatmap showing expression profiles of ten genes exhibiting sex-specific expression within strains. Boxes indicate the strains within which significant sexual dimorphic expressions are found

### Phylogenetic inference of strain lineage

SJL and SWR strains originally diverged in 1920, with recombination occurring as late as 1932 [37]. The divergence between B6 and 129 mice occurred earlier, between 1903 and 1915 (Fig. 8a). Divergence of the strains can be reflected by nucleotide differences in the genes, as well as by differences in gene expression. Currently there is a lack of reference genomes that cover the strains we study here. Even though a rough reference genome exists for 129, close inspection of regions of the VR clusters indicate that they are thinly covered. In the absence of reference genomes, we built lineage relationships using gene expression level as traits and compared it to the breeding lineage map. 

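Libraries were joined by average linkage on 1 minus Spearman's rho of their normalized counts, over the 24904 genes with a mean above 1. The mean rho between libraries was 0.967 for SWR and SJL, 0.962 for SWR and 129, 0.961 for SJL and 129, 0.956 for SWR and B6, 0.955 for SJL and B6, and 0.952 for B6 and 129, and 0.970 to 0.980 within strains. These correlations run across genes, which are not independent replicates.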

Using genes with a normalized expression count above one, we generated a dendrogram of the strains. It revealed relationships among the strains that coincided well with the known lineage map, and suggested a closer relationship between 129 and the Swiss strains than with B6 (Fig. 8b, approximately unbiased *p* value au < 0.05). 

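Each strain formed a cluster of its own, SJL joined SWR, 129 joined this pair, and B6 came last, each in 100% of 1000 bootstraps over genes. The order was the same with Pearson's r on log2 counts, with complete linkage, with genes whose mean was above 10, and without any 1 of the 4 replicate numbers.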

Similar phylogenetic relations were also established when all 5745 DE genes (Fig. 8c, au < 0.05), or 591 DE immune system related genes (Fig. 8d, au < 0.05) were used to generate the dendrograms. In contrast, using the 453 differentially expressed GPCRs, most of which are vomeronasal receptors, the phylogenetic relation no longer respected the pattern suggested by other gene groups. In this case, B6 is still an outgroup from the other strains (129, SJL, and SWR; au < 0.05), but 129 and SJL are closer to one another (au < 0.05) than the Swiss strains (Fig. 8e, au < 0.14). 

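With the 3632 DE genes from the deposited counts, SJL joined SWR in 100% of the bootstraps and 129 joined them before B6 in 99.9%. The mean rho between libraries was 0.818 for SWR and SJL, 0.744 and 0.738 for 129 with SWR and SJL, 0.711 and 0.719 for B6 with SWR and SJL, and 0.697 for B6 and 129. DESeq2's 7607 genes gave the same order.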

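With the 251 DE V1r, V2r, Olfr and Fpr genes from the deposited counts, SJL joined SWR (92.1% of 1000 bootstraps), B6 came next, and 129 came last (62.7%, against 35.0% for B6 last). A pair of 129 and SJL arose in 7.1%. The mean rho was 0.831 for SWR and SJL, 0.771 for SJL and 129, 0.752 for SWR and B6, 0.746 for SJL and B6, 0.694 for SWR and 129, and 0.681 for B6 and 129. With the 571 receptors that DESeq2 called, 325 of them Olfr genes, 129 and SJL joined (rho 0.801, against 0.782 for SJL and SWR) and the B6 libraries did not form a cluster. This set was chosen after seeing the data, and without its Olfr genes (246 genes) SJL and SWR joined again (rho 0.855 against 0.805). The paper states that the tree of its DE GPCR genes departs from the trees of other gene groups.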

Interestingly, the tree from 446 DE long non-coding RNA transcripts (Fig. 8f, au < 0.05) also did not conform to the other gene sets.

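The 441 DE lncRNAs from the deposited counts gave the order of all genes, with SJL and SWR joined in 100% and B6 last in 68.6% of the bootstraps, while a pair of 129 and B6 arose in 25.2%. The mean rho between libraries was 0.739 for SWR and SJL, 0.621 and 0.607 for 129 with SJL and SWR, 0.577 and 0.570 for B6 with SWR and SJL, and 0.589 for B6 and 129. With the lncRNAs that DESeq2 called, chosen after seeing the data, the libraries of the strains were mixed.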

**Fig. 8:**
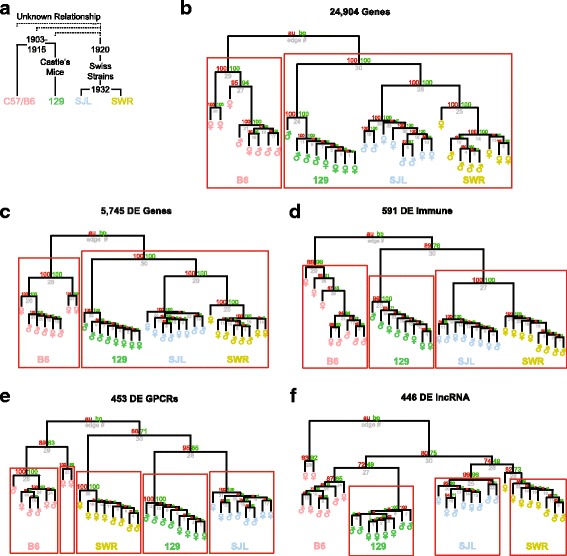
Phylogenetic analyses of DE genes. **a** The genealogy of strains. **b-f** Phylogenetic dendrograms of the strains derived from the gene expression profiles of all expressed genes (**b**), all DE genes (**c**), lncRNA (**d**), immune system related genes (**e**), and GPCRs (**f**). In all cases except in (**e** and **f**), B6 is an outgroup to all the other strains. In (**f**), 129 is no longer an outgroup to the Swiss strains. Abbreviations: au: approximately unbiased *p* value; bp: bootstrap probability

## Discussion

Sensory neurons in the mammalian olfactory systems express the largest families of G-protein coupled receptors. Transcriptional regulation of these genes is highly coordinated to ensure each neuron expresses a unique set of genes. Through transcriptome analyses, we find that differentially expressed genes in the VNO are dominated by strain differences. A substantial number of GPCRs, as well as a chemosensory-related subclass of MHC family of genes, are differentially expressed among the strains. These genes are clustered in hotspot locations in the genome. A group of genes with unknown function, including many lncRNA genes and gene models, also show strain-specific expression. Intriguingly, our analyses reveal correlation and anti-correlation between lncRNAs and chemoreceptor genes, suggesting that they may be coordinately regulated. Importantly, we find that several chemoreceptors annotated as pseudogenes in the reference genome are expressed as functional genes due to SNPs in non-B6 strains. These discoveries hint at important differences of VNO functions in detecting pheromones and inter-species chemosensory cues.

### Sex specific gene expression

There is little evidence supporting sexually dimorphic gene expression in all strains. Except for *Xist* and Y chromosome genes, there are no other genes that can be considered as truly sexual dimorphic across strains. These X and Y chromosomal homologs have similar functions. *Eif2s3y* and *Ddx3y* are part of the translation initiation machinery [50]. Overexpression of *Eif2s3x* has been shown to substitute for loss of *Eif2s3y* [51] whereas the function of *Ddx3y* is thought to be replaceable by *Ddx3x* [52]. *Uty* is a putative histone demethylase, and *Utx* also a known histone demethylase [53]. *Kdm5d* and its X chromosome homolog *Kdm5c* (also known as *Jarid1d,c*) are both Lysine-specific demethylases and are functional homologs. The commonality between these genes pairs implies a dose-compensation mechanism that maintains the total product from X and Y chromosomes at constant levels in the VNO. When expressions from both sex chromosomes are considered, the overall expression levels of these genes no longer have significant difference.

We do not find any GPCRs, proteins associated with pheromone binding such as lipocalins or MHC proteins, as differentially expressed between the sexes. This observation is consistent with previous work suggesting no significant sexual dimorphism in the expression of receptors recognizing sex pheromones or in VNO response to urine stimulation [16, 39]. The absence of significant receptor differences suggests that sexually dimorphic behavioral responses are unlikely to originate from the VNO. They are more likely to be the result from the differential processing of pheromone cues in the brain circuitry [54].

Previous studies have implicated a few genes to be differentially expressed between the sexes [15]. While our study replicates these results, our data show that these differences are restricted to the strains examined. Products encoded by these genes may still contribute to differential function of the VNO in the B6 strain, but the differences cannot be generalized.

### Strain-related differential gene expression

With respect to strains, the largest group of DE genes is related to immunological functions, including genes encoding MHC, cytokines and their receptors, as well as molecules involved in signaling pathways. It is well established that inbred strains of mice are distinguished by their haplotypes and all cells express MHC molecules. Therefore, it is not surprising that the MHC genes in the VNO also show strain differences as in other tissues. 

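H2-M10.4 ranged from 553 ± 67.9 normalized counts in SJL and 682 ± 102.9 in 129 to 1595 ± 153 in B6 and 1759 ± 179.1 in SWR (SD, n = 8 each; SWR against SJL, LFC 1.67, edgeR FDR = 1.01e-17). H2-M1 was lowest in SJL (454 ± 64.1) and highest in SWR (1247 ± 138; LFC 1.46, edgeR FDR = 6.00e-16). H2-M10.2 was lowest in B6 (838 ± 68.5) and highest in SJL (2043 ± 193; LFC 1.28, edgeR FDR = 5.91e-18), and H2-M10.5 highest in B6 (3268 ± 257) and lowest in SWR (1484 ± 168; LFC -1.15, edgeR FDR = 1.23e-14). H2-M9 (LFC 1.11, edgeR FDR = 3.55e-11) and H2-M10.3 (LFC 1.05, edgeR FDR = 2.96e-16) were higher in SWR than in 129. For H2-M10.3 in SJL against 129, the LFC of 1.01 ranged from 0.97 to 1.04 in the fits that each left out 1 library. H2-M11 was not called, with a largest LFC of -0.94 for SJL against B6 (edgeR FDR = 5.89e-09). All of these genes lie on chromosome 17 between 36284227 and 36776234, among copies that can share reads.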

The differential expression of H2-Mv non-classic MHC molecules, on the other hand, may have implications in chemosensation. These genes have been shown to be coordinately expressed with V2r subfamilies V2ra1–5 and V2rc [43–45] and have been shown to allow for ultra-sensitive pheromone detection, possibly by influencing V2r surface expression [55]. Differential expression in the H2-Mv genes may affect the affinity and sensitivity of V2rs to specific ligands, and their recognition by the animals. In this context, these DE H2-Mv genes could affect strain-specific recognition.

### Strain-specific expression of chemosensory receptors

Despite the relatively recent lineage separation of different inbred lab strains, we find abundant examples of DE genes in the VNO. These differences include binary expression differences and modulated expression levels. In striking examples, we find SNPs that render some of the annotated pseudogenes functional in some strains, including both V1rs and V2rs.

The expression of particular sets of receptors may define the cue set each strain of mice can detect. Different clades of receptors appear to be tuned to specific sets of cues. We found these receptors exhibit differential expression among the strains. The expression of *Vmn1r85* is high in only B6 mice while *Vmn1r185* is high in all strains except 129 mice. Notably, the SJL is considered a ‘challenging breeder’ by Jackson Laboratories. It is possible that a reduced response to estrus cues may cause reduced mating in this strain.

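In clades A, B and C, as named by gene synonyms, 6 of 8, 5 of 6 and 16 of 30 tested V1r genes were DE.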

Besides the V1rj and V1re clades, differentially expressed V1rs are found in all other clades except L, including eight members of V1ra, six of V1rb, and 17 of V1rc. Deletion of a genomic region encompassing both V1ra and V1rb genes results in decline in mating and aggression [56]. The V1rc receptors have been implicated in detecting cues present in female mice or predators. Differential expression of these V1rs may affect the recognition of environmental as well as species-specific cues.

The V2rs have long N-terminus domains and have been shown to recognize polypeptide pheromones. V2r-expressing cells respond robustly to MHC peptides and can also be activated by the MUPs [57, 58]. As these polypeptides may be specifically associated with strain and individuals, differentially expressed V2rs may lead to divergent recognition of strain information and trigger biased responses.

The expression of *Fpr-3* shows strain differences. Formyl peptides are present in the mitochondria of bacteria and are released when bacteria die. The presence of formyl peptides triggers chemotaxis of immune cells in response to infection. FPR expression in the VNO is thought to allow the animals to detect the health status of other animals [9]. The differential expression *Fpr-3* may bias this recognition.

Taken together, differential expression of the VRs may lead to the recognition of a particular set of cues in one strain but not the other. It is worth noting, however, that even though the VRs are highly specific in their ligand recognition, there is certain redundancy in how pheromones are recognized. For example, *Vmn1r85* (*V1rj3*) and *Vmn1r89* (*V1rj2*) receptors are activated by sulfated estrogens, but they display different sensitivities to the ligands [39, 59]. Given that many of the differentially expressed VRs have paralogs in the genome, differential expression of the VRs may reduce or enhance the sensitivity to certain pheromones, rather than create a situation in which a pheromone is recognized by one strain but not the other.

### lncRNAs

Both genetic and epigenetic mechanisms may contribute to differential gene expression among the strains. We find strong anti-correlation between the expression of *Miat* and *Gm26870*, two lncRNAs, which along with others show strong positive and negative correlations with chemoreceptor expression. lncRNAs are expressed highly in the nervous system [60] and are known to control gene expression by directly regulating gene-specific transcription and splicing, as well as epigenetic modifications [46, 61]. 

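With each strain centred, Miat and Gm26870 were not related over the 32 libraries (r = 0.029, permutation p = 0.909; rho = -0.0774, permutation p = 0.7; r = 0.219 without the 2 farthest libraries). Within strains of 8 libraries, r was -0.609 in 129 (exact permutation p = 0.0985), -0.0453 in B6 (exact permutation p = 0.917), -0.366 in SJL (exact permutation p = 0.378) and 0.572 in SWR (exact permutation p = 0.121). Without replicate 4 of every group the strain-centred r was 0.558, and without replicate 2 it was -0.245. Between strain means, Miat was lowest and Gm26870 highest in B6, and the reverse held in 129, so that r without centring was -0.513 over the 32 libraries (rho = -0.650), but 4 strain means are too few to test a relation. From the correlations among the transcripts, the paper proposes that these lncRNAs may coordinately regulate differential expression among the strains.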

*Miat*, also known as *RNCR2* or *Gamufu* [62, 63], is one of the most strongly DE lncRNAs among the strains. It is known to regulate cell specification in the developing retina [62]. While the functional roles played by *Miat* and the other lncRNAs in regulating VNO gene expression are not clear, the strong correlations among the transcripts raised the possibility that they may be coordinately regulating differential gene expression among the strains.

### Implication in strain evolution

Although differences in gene expression are not equivalent to genetic differences at the nucleotide level, they are nonetheless important traits that can provide information about evolutionary divergence among the mouse strains. The phylogenetic relationship inferred from the expression of GPCR genes does not conform to those by other genes, nor to that of the genealogy. Several VNO receptor genes marked as pseudogenes in the reference B6 genome are functional in other strains. Moreover, we find SNPs that result in synonymous and missense changes in protein coding in many V1r and V2r genes. These observations, together with the observation that several hotspots of DE genes are enriched in VNO receptors, suggest that the VNO receptors genes and their expression may have followed a different evolutionary path from the rest of the genome. These differentially expressed chemosensory receptors may enable different strains of mice to sense social cues emitted by conspecific animals, react to the health status of another animals, or respond to heterospecific signals including predators in distinct manners. The differential detection of social cues may therefore underlie some of the strain-specific behavior differences observed in mice.

## Conclusions

Transcriptome analyses provide little support of sexual dimorphism in gene expression in the VNO. In contrast, there are profound variations in the expression of immune response related genes, vomeronasal and G-protein coupled receptor genes among different strains of mice. These differentially expressed genes are concentrated in hotspots on the genome, indicating rapid evolution of genes involved in pheromone detection. These findings suggest it is likely that diverse strains of mouse perceive pheromone cues differently. Behavioral difference among strains in response to pheromone may thus first arise from differential detection of pheromones by the vomeronasal organ. On the other hand, sexually dimorphic responses to pheromones more likely originate from dimorphic neural circuits in the brain than from differential detection.

## Methods

### RNA library preparation & sequencing

All strains of animals were purchased from Jackson laboratory. Mice are maintained in Lab Animal Services Facility at Stowers Institute with a 14:10 light cycle, and provided with food and water ad libitum. Experimental protocols were approved by the Institutional Animal Care and Use Committee at Stowers Institute and in compliance with the NIH Guide for Care and Use of Animals. Total RNA was isolated from VNO epithelia of individual mouse using TRIzol solution (Thermo Fisher Scientific) followed by spin-column (Zymo Research) purification. Ribodepletion was performed using Ribo-Zero Gold rRNA Removal kit (Illumina) to remove rRNA from the sample prior to library preparation. Sequencing libraries were generated using TruSeq Stranded Total RNA Kit (Illumina) and sequenced as 125 bp paired-end stranded reads on Illumina Hi-Seq 2500 platform. Preliminary analysis including basecalling was performed using HiSeq Control Software (v2.2.58) with fastq files generated using bcl2fastq. FastQC [64] reports were generated for each sample to ensure sequencing quality. Trim Galore was used with default parameters to trim reads with leftover adapter sequence and low quality scores [65].

### Sequence alignment

GRCm38 (mm10) mouse reference genome was used to align the reads with STAR aligner version 2.5.2b (Dobin, et al. 2013). Ensembl reference annotation version 87 [66] was used to define gene models for mapping quantification. Uniquely mapped reads for each gene model were produced using STAR parameter “--quantMode GeneCounts” and raw stranded counts were extracted from the fourth column of the output matching the orientation produced by the True-seq stranded preparation protocol used. All the options chosen are equivalent to the HTSeq command “htseq-count option -s reverse”.

### Differential expression analyses

Differential Expression analysis was performed using the R package DESeq2 [67]. Under the assumption of negative binomial distribution, we normalized the data for technical variation in sequencing depth among each sample. Each gene was then fit to a generalized linear model and dispersion coefficients were tested using cooks distance for independent filtering of high variance genes. For genes that passed independent filtering, Log_2_ fold changes (LFC) between groups and their standard errors were used in a Wald test for differential expression. Genes were considered differentially expressed if any of groups passed independent filtering and had a FC > 2 and FDR < 0.05.

### Additional downstream analyses

For PCA analysis, we used DESeq2 internal methods to calculate and plot principal components using all expressed genes instead of the default top 500 varying genes. Gene expression heatmaps were created with the R package pheatmap using regularized log transformed normalized counts from DESeq2 [68]. GO analyses on the groups of DE genes were performed in R using topGO [69] and based on GO annotations from BiomaRt [70]. To identify hot spots that contained a high percentage of DE genes, we used rollapply from the zoo package (https://cran.r-project.org/web/packages/zoo/index.html) to create sliding windows of 25 expressed genes and slid the window across each chromosome separately to calculate the probability of observing DE genes that exceed random chance. Within the sliding window, we performed the Poisson test using the function ppois to compare the percentage of DE genes within the window with the percentage of DE genes in the entire genome. Data were visualized using GenomicRanges [71] and ggbio [72].

Tracks for SNP identification and visualization were created using Integrative Genomics Viewer [73]. Identified SNPs were incorporated into the reference sequences from Ensembl, and translated to proteins using the ExPASY online translate tool [74], aligned using ClustalW [75], and visualized using MView [76] through the EMBL-EBI online web services [77]. Homologous sequences were identified using NCBI’s Blastn and Blastp [78]. Correlation analysis dendrograms were created in R by running PVclust [79] using the ‘average’ method for clustering and a custom spearman implementation for calculating distance, parallelized with 10,000 bootstraps.

## Additional files

Additional file 1: Figure S1. Distribution of uniquely mapped, multi-mapped and unmapped reads among the samples presented as total reads (A) and percentage of reads (B). (PDF 464 kb)

Additional file 2: Figure S2. Differentially expressed chemosensory genes other than V1r and V2r families. (PDF 138 kb)

Additional file 3: Figure S3. Strain-specific expression of vomeronasal receptors. Data is displayed as expressed (blue) or not expressed (white) to highlight the exclusive patterns of expression for some of the genes. (PDF 87 kb)

Additional file 4: Figure S4. High degree of polymorphism and differential expression of VR genes among strains. (**A-F**) Example track files illustrating the mapping of reads to individual VR genes. Each track is a superposition of four individual samples with SNPs highlighted as vertical lines with substitutions represented as follows: thymine as red, guanine as brown, cytosine as blue, and adenine as green. (PDF 4541 kb)

Additional file 5: Figure S5. Differences in expression level among different clades of VRs. (**A**) Expression of all V1r clades are represented in all strains. Clade J receptor genes are more highly expressed than receptors of other clades. (**B**) Expression of all V2r clades are represented in all strains. (PDF 558 kb)

Additional file 6: Figure S6. Polymorphism and differential expression of FPR genes. A) Fpr-rs3. B) Fpr3. (PDF 2426 kb)

Additional file 7: Figure S7. Sequence comparison of functionalized pseudogene. Alignment of *Vmn1r-ps27* from SWR with *Vmn1r-ps27* and Vmn1r42 from B6. (PDF 814 kb)

## Abbreviations

DE: Differentially expressed
FC: Fold change
FDR: False discovery rate
FPR: Formyl peptide receptor
GO: Gene ontology
GPCR: G-protein coupled receptor
LFC: Log_2_ fold change
MHC: Major histocompatibility complex
ORF: Open reading frame
PC: Principal component
PCA: Principal component analysis
VNO: Vomeronasal organ
VR: Vomeronasal receptor

# Supplementary material for: Pronounced strain-specific chemosensory receptor gene expression in the mouse vomeronasal organ
**Source:** BMC Genomics. 2017 Dec 12;18:965. doi: 10.1186/s12864-017-4364-4
**Supplement:** Supplementary file 7 — Sequence comparison of functionalized pseudogene. Alignment of Vmn1r-ps27 from SWR with Vmn1r-ps27 and Vmn1r42 from B6.

|                  |                                                                                                                            |     |
|------------------|----------------------------------------------------------------------------------------------------------------------------|-----|
| Vmn1r-ps27 (B6)  | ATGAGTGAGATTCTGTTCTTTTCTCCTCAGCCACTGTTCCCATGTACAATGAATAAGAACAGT                                                            | 120 |
| Vmn1r-ps27 (SWR) | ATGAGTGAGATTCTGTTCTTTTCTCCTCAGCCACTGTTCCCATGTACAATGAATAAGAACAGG                                                            | 120 |
| Vmn1r42 (B6)     | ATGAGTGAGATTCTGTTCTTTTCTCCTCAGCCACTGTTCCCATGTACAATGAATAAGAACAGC                                                            | 120 |
| Vmn1r-ps27 (B6)  | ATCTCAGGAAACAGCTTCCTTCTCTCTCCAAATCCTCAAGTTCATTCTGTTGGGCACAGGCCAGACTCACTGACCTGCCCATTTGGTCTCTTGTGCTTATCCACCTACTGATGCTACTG    | 240 |
| Vmn1r-ps27 (SWR) | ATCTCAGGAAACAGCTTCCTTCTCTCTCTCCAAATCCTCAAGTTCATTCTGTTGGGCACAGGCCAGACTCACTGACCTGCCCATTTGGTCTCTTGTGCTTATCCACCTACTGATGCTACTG  | 240 |
| Vmn1r42 (B6)     | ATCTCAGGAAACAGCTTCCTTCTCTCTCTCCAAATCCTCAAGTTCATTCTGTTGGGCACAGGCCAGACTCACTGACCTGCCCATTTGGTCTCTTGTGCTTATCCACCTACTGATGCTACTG  | 240 |
| Vmn1r-ps27 (B6)  | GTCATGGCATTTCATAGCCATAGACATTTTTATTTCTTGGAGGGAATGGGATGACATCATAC                                                             | 358 |
| Vmn1r-ps27 (SWR) | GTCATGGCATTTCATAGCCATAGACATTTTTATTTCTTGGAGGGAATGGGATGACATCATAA                                                             | 360 |
| Vmn1r42 (B6)     | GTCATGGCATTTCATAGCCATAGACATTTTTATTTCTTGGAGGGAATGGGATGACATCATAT                                                             | 360 |
| Vmn1r-ps27 (B6)  | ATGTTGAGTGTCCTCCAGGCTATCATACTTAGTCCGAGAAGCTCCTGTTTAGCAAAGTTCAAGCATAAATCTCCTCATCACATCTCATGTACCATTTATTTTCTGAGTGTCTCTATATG    | 478 |
| Vmn1r-ps27 (SWR) | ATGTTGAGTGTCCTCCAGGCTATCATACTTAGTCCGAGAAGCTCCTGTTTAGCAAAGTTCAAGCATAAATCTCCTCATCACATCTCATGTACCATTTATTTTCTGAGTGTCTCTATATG    | 480 |
| Vmn1r42 (B6)     | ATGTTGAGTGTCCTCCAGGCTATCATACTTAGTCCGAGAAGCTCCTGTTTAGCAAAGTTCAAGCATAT                                                       | 480 |
| Vmn1r-ps27 (B6)  | TTAATTGGCAGTCACCTCTTG...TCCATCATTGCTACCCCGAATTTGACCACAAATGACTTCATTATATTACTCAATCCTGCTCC                                     | 595 |
| Vmn1r-ps27 (SWR) | TTAATTGGCAGTCACCTCTTG...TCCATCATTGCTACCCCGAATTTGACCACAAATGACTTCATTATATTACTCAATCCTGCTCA                                     | 597 |
| Vmn1r42 (B6)     | TTAATTGGCAGTCACCTCTTG...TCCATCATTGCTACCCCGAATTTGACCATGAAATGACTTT                                                           | 600 |
| Vmn1r-ps27 (B6)  | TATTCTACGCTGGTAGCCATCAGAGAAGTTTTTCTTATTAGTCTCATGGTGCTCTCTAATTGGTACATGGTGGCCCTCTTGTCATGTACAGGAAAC                           | 715 |
| Vmn1r42 (B6)     | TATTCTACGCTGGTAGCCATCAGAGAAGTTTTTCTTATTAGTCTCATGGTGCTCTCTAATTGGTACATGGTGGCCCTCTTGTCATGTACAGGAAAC                           | 717 |
| Vmn1r-ps27 (B6)  | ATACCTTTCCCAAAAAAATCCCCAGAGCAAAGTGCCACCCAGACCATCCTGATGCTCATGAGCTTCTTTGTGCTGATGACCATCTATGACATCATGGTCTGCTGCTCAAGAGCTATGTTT   | 835 |
| Vmn1r-ps27 (SWR) | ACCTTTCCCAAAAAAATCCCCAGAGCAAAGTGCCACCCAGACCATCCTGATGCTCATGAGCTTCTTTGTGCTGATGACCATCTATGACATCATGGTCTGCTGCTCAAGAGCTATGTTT     | 837 |
| Vmn1r42 (B6)     | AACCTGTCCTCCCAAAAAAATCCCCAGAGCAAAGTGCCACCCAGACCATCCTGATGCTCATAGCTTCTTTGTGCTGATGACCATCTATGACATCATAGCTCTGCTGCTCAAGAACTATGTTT | 840 |
| Vmn1r-ps27 (B6)  | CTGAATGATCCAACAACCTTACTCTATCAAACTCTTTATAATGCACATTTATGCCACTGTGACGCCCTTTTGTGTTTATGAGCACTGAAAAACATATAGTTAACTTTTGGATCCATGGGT   | 955 |
| Vmn1r-ps27 (SWR) | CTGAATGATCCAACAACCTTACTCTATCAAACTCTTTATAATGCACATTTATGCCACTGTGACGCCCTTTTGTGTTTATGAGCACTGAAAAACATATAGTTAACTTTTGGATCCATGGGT   | 957 |
| Vmn1r42 (B6)     | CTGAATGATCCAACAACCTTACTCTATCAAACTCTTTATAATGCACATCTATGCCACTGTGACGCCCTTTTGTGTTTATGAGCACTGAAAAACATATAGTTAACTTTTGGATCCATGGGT   | 960 |
| Vmn1r-ps27 (B6)  | AAGAGGGTGATAAAATTTTAACTTCACTGA                                                                                             | 985 |
| Vmn1r-ps27 (SWR) | AAGAGGGTGATAAAATTTTAACTTCACTGA                                                                                             | 987 |
| Vmn1r42 (B6)     | AAGAGGGTGATAAAATTTTAACTTCACTGA                                                                                             | 990 |

Figure S7

How the deposited data were processed for this re-analysis (not part of the article)

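RNA of the VNO neuroepithelium was measured in 32 mice of the strains 129, B6, SJL and SWR, with 4 males and 4 females of each. Sample labels gave the strain, the sex, the age (42 days) and, in the library descriptions, a number from 1 to 4 read as the sequencing lane. The lane number served as replicate number, since the labels give no other, so that each test of replicate numbers is a test of lanes. Every library was used. The authors prepared stranded, ribodepleted total RNA libraries, read them as 125 bp pairs, trimmed the reads and placed them with STAR 2.5.2b on GRCm38 with the genes of Ensembl 87. The deposited count of a gene is the number of uniquely placed read pairs on its reverse strand, as the authors describe it. The deposited normalized signal is, per the authors, the count divided by the DESeq2 size factor of its library, and a ratio of the tables checked for each library was the same for all genes.

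Genes were matched by Ensembl identifier to GENCODE M21, which uses the same genome build. Of the 49671 genes, 49412 were found there, 47247 of them with the same symbol. V1r clades were taken from gene synonyms, which named a clade for 130 of 320 Vmn1r symbols, 5 of these with more than 1 clade. Families were defined by symbol, and lncRNAs and pseudogenes by biotype. Trpc2 is listed with 0 reads in every library, because its reads overlap those of Xntrpc.

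DE was tested with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 underneath and DESeq2 1.42.0 for alternatives. TMM normalization, filterByExpr over the 8 groups of strain and sex and the quasi-likelihood F test were used, and p-values were adjusted by the method of Benjamini and Hochberg over the 18382 genes of a comparison (FDR). Sexes were compared with strain as an additive term (absolute LFC above 1, FDR under 0.01). Strains were compared in each pair with sex as a covariate, sexes within a strain in a model of the 8 group means, and both used an absolute LFC above 1 and an FDR under 0.05. The interaction of sex and strain was an F test of 3 terms with an FDR under 0.05. Of the genes it called, 1 is counted in the totals and is not reported here. Standard errors are approximate, as the absolute LFC divided by the square root of F. Counts of 3 reads or fewer in every library of a group were treated as a floor.

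A PCA used the regularized log of DESeq2 over all genes with a read, centred and not scaled. X and Y homologs and pheromone receptors were compared on deposited normalized counts by permutation within strains, and pseudogene sums by permutation of strain labels, with all arrangements for groups of 4 and 100000 shuffles otherwise. Hot spots were windows of 25 tested genes whose number of DE genes exceeded the Poisson tail with an FDR under 0.05 over all windows, merged where they overlapped. A DE gene counted as missing in a strain when its 8 libraries had 0 reads. Correlations used log2 of the normalized count + 1, centred by strain, with libraries shuffled within strains. Dendrograms used average linkage on 1 minus Spearman's rho, with 1000 bootstraps over genes. TPM values used the exon lengths of the annotation.

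The named genes were fixed by a rule. They are every gene that the paper names in its results or labels in Figs. 1, 3, 6 and 7 and that the tables list, and the 10 DE genes with the largest absolute LFC between strains whose libraries of 1 strain all lie above those of the other. To these were added every gene called in a sex comparison with 10 or fewer calls and otherwise the 10 with the smallest FDR, and the 3 strongest correlated pairs with the strongest pairs of Miat and Gm26870.

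The steps were tested on simulated data. Of 200 changed genes among 18382, the strain test called 194 with 4 unchanged genes, the sex test 195 with 1, the test within strains 172 with 3, and the interaction test 170 with 10. In 20 simulated genomes without hot spots 0 were found, and 10 of 10 planted ones were found with 0 outside. Of 20 planted correlated pairs 20 were found with 0 of 59980 other pairs, while 2630 of 49400 unrelated pairs passed without centring by strain. The planted tree was found. The planted changes were LFC of 1.5 or 2 in either direction, past the limit of 1, and the planted correlations lay well above 0.8. The simulated counts carried no difference in background between libraries. These results therefore do not give the power for effects near the limits.

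Depth ranged from 5106398 to 18640871 reads on genes. The gene with the most reads, mt-Rnr2, took 2.30 to 6.35% of a library. The background of a library was measured as rpm on gene families of other tissues. Marker genes were listed for 11 cell types: olfactory sensory neurons of the main epithelium, mature vomeronasal sensory neurons, red blood cells, B lymphocytes, T lymphocytes, neutrophils, macrophages, glands, bone and cartilage, skeletal muscle, and ciliated cells of the respiratory epithelium.

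The alternatives set before the data were examined were DESeq2's tests, its size factors in edgeR, no filter on low counts, the replicate number as a block, each library left out, stricter or looser limits, glmTreat, other transformations for the PCA, other windows and tails for hot spots, other definitions of a missing gene, other pseudocounts, and other distances for dendrograms. The background as a covariate, dendrograms with DESeq2's calls, hot spots with DESeq2's calls over all genes with a read, and the sum over all tested pseudogenes were chosen after seeing the data. Sequence variants and Gene Ontology terms were not analysed here.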

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

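In this part, the tests of ciliated cell markers, of Gm26870, of Vmn2r121 and of the shift that moved Vmn2r9 reads would give were chosen after the result was seen. For the tests of depth, background and lane for PC4, of other Vmn2r genes for Vmn2r9 and of reshuffled group labels, what each explanation predicts was written down after the pattern was seen but before the test was run.

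Each library was compared with the others of its strain (8 mice), or of its strain and sex for genes of a sex comparison (4 mice), by Dixon's ratio at its critical value for that number of mice. Of 393 groups, 46 had a library beyond that value, against 19.6 expected by chance at 1 in 20, and 39 of the 46 concerned genes. These libraries were spread over 24 mice. The most were 4 each in 129 male replicate 1, B6 female replicate 2 and SJL male replicate 1.

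In 13 of the 39, from 8 different genes, the library that stood apart had 3 reads or fewer, where the others had almost none. These were Ddx3y in SJL female replicate 2 (0.967 normalized counts), Ftl2-ps in 129 male replicate 4 (1.11) and SWR male replicate 4 (0.846), Gm13394 in B6 male replicate 1 (1.86), Kdm5d in 129 female replicate 4 (1.65) and B6 female replicate 2 (1.39), and RP24-286J21.7 in 129 female replicate 2 (1.07) and SWR female replicate 4 (0.771). Uty in 129 female replicate 1 (1.16) and B6 female replicate 2 (1.39), Vmn1r1 in SWR male replicate 4 (0.846), and Vmn1r7 in B6 female replicate 4 (4.39) and SWR female replicate 1 (1.19) complete the list. Counts this low are within what 1 or 2 stray reads give, and no biological explanation was tested. Rps2-ps13 in B6 female replicate 2 (5.55, 4 reads), H2-Bl in B6 female replicate 4 (13.2, 6 reads, others 3.89 ± 1.92), Olfr124 in 129 male replicate 3 (8.34, 7 reads) and Olfr124 in SJL male replicate 4 (18.8, 18 reads) rested on few reads as well.

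On PC4, B6 female replicate 1 (34.3, others of its strain -5.06 ± 5.03) and 129 male replicate 1 (26.3, others -5.05 ± 4.27) stood apart. The same libraries stood apart on PC2 (B6 female replicate 1, 17.2, others 11.5 ± 0.768) and PC3 (129 male replicate 1, -3.16, others 3.13 ± 1.35). Strain-centred PC4 scores were not explained by the background (r = 0.251, permutation p = 0.242, rho = 0.333, r = 0.0339 without the 2 farthest libraries) or by depth (r = 0.148, permutation p = 0.428). Both libraries carry lane number 1, which is also the replicate number, but the other 6 libraries of that lane had a mean of 0.255 ± 5.29. The lane accounted for 24.6% of the strain-centred scores (permutation p = 0.0543). The mean of 7 ciliated cell markers followed PC4 (r = 0.881, permutation p = 1e-05, adjusted 5.5e-05 over 11 marker lists), and r was 0.666 without both libraries. In each of them 6 of 7 ciliated markers lay above the others of the strain, by a median of 1.80-fold in B6 and 3.03-fold in 129, while Omp was at 0.964 and 0.894 of the others. More respiratory epithelium in the dissected tissue would give these values, but other markers rose in the same libraries. On the log2 scale, ciliated markers lay 1.62 above the strain in the B6 library and 1.93 in the 129 library. Gland markers lay 2.45 and 1.81 above it, and neutrophil markers 1.22 and 1.21. The markers therefore do not single out respiratory epithelium from gland tissue. Strain and sex were not the cause, since each has 1 such mouse in a group of 4, and no biological explanation was tested.

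The background stood apart in 129 male replicate 1 (17.9 rpm, others 3.06 ± 1.09) and SWR female replicate 2 (27.5 rpm, others 9.99 ± 2.96), and the latter also on PC3 (10.45, others 16.4 ± 1.26). Gm26870 stood apart in the same SWR library (13792, others 2210 ± 1432) and in SJL male replicate 1 (9884, others 2268 ± 1302). Its strain-centred level followed the background over B6, SJL and SWR (r = 0.826, permutation p = 1e-05), which is consistent with genomic DNA in most of these libraries. Not all raised background goes with it. In 129 male replicate 1 Gm26870 was at 143, and in B6 female replicate 1 (15.5 rpm) at 274 with 23772 genes with a read, against 5152 and 30171 in B6 female replicate 3 (14.7 rpm). The ratio of X to autosomal reads in B6 female replicate 1 (0.0431) was nearer to B6 males (0.0328 to 0.0394) than to the other B6 females (0.0683 to 0.0763). Both are the libraries with more ciliated markers, so that other tissue stays open as a source of their background. No biological explanation was tested.

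Other genes stood apart in single libraries with many reads. Among genes compared within strain and sex these were Eif2s3x in 129 female replicate 2 (1401, others 1513 ± 4.15), Kdm5c in SJL male replicate 2 (1458, others 1300 ± 14.4), Kdm6a in SJL female replicate 1 (1526, others 1494 ± 1.11), Ttc22 in SJL female replicate 1 (21.8, others 14.1 ± 0.405), Vmn2r9 in B6 male replicate 3 (894.5, others 1108 ± 18.2), Vmn2r98 in 129 male replicate 2 (20.8, others 13.6 ± 0.643) and B6 male replicate 2 (135.2, others 170.5 ± 2.73), and Xist in 129 female replicate 2 (7549, others 7056 ± 31.8). Most of these stood apart because the other 3 mice were close to each other. Within strains they were Gm31415 in B6 female replicate 1 (82.1, others 122 ± 8.96), H2-M10.2 in SJL female replicate 4 (1630, others 2102 ± 105.3), H2-M11 in SWR male replicate 2 (219.7, others 168 ± 7.53), Vmn1r185 in 129 male replicate 1 (158.2, others 223 ± 10.8), Vmn1r7 in 129 male replicate 4 (612.2, others 419 ± 35.4), Vmn1r76 in B6 female replicate 2 (44.4, others 20.3 ± 5.46) and SJL male replicate 1 (59.3, others 81.3 ± 1.51), Vmn1r89 in 129 male replicate 4 (4274, others 3160 ± 229) and SJL female replicate 4 (1226, others 1745 ± 117), and Vmn2r8 in SJL male replicate 1 (66.4, others 24.4 ± 6.14). Neither a technical nor a biological explanation was tested for these single values.

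The effect of sex differed between strains in 3 genes by the interaction test, among them Vmn2r9 (edgeR FDR = 1.11e-05) and Cracr2a (edgeR FDR = 0.0116). The LFC of Cracr2a was 0.08, -0.15, 0.35 and -0.87 in 129, B6, SJL and SWR. Of 100 splits of the libraries, the real one included, 2 gave 3 or more such genes, and the largest other number was 10, so that a number of 3 was rare but not unique to the real groups. For Vmn2r9, reads moved from a paralog would lower the sum of the other 12 Vmn2r genes on chromosome 5 in males, and that sum changed by 0.0569 on the log2 scale on average in SJL and SWR. Vmn2r9 held only 5.81% and 6.13% of the reads of the cluster there, so that moving its whole excess would lower the sum by 0.105 and 0.0786, while the sum itself changed by 0.108 (SE 0.095) and 0.006 (SE 0.080). Reads shared between paralogs and a strain-bound sex difference of Vmn2r9 cannot be told apart by this test, as the shift is about as small as the spread of the sum, and neither was tested in other mice.

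Vmn2r121 was higher in females below FC 2 (LFC -0.823, edgeR FDR = 8.88e-12), on the X chromosome. With the background as a term the FDR was 6.24e-12 by edgeR, so that genomic DNA, which would give females more X reads, did not account for it. A sex difference or a difference in X dose were not separated.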

How the results depend on the processing

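The alternatives were set before the data were examined, apart from the background as a covariate, the dendrograms with DESeq2's calls, the hot spots with DESeq2's calls over all genes with a read and the sum over all tested pseudogenes, which were chosen after the result was seen. Of 53 results that answer a comparison, 19 were unchanged under every alternative. Of the results that answer none, 64 could be compared in each model, namely single genes by sex (11), by sex within a strain (9) and by strain (37) and counts of gene families (7). All 64 of 64 kept their side of the limit, or a count within 1.5-fold, with DESeq2's size factors in edgeR, and 59 of 64 with DESeq2's tests, where 4 counts moved. With the background as a covariate 62 of 64 did, and without the filter on low counts 60, where the other 4 were counts. When each library or replicate number was left out, with 6 correlated pairs added, 2038 of 2072 did, with 29 weaker, 2 stronger and 3 reversed.

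With the replicate number, which is the lane number, as a block (replicate block), 64 of 64 results kept their call, and the number of sex DE genes was 7. The deviations of 112 pairs of libraries with the same number had a mean correlation of -0.00298 (-0.289 to 0.477, 22 above 0.1) against 0.00149 for 336 pairs with different numbers, so that the numbers do not pair the samples.

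The number of strain DE genes was 3632 and rose to 7607 with DESeq2 (5282 between B6 and 129, 2798 between SJL and 129, 2366 between SWR and 129). Without the filter it was 12873 (10027, 4482 and 3353 for the same pairs, 2316 between SJL and B6, 2845 between SWR and B6), since many more genes were tested. With glmTreat, which tests FC against 2 and not against 1, it was 1659 (890 between B6 and 129, 667 between SJL and 129, 656 between SWR and 129, 671 between SJL and B6, 643 between SWR and B6, 343 between SWR and SJL). Each fit that left out 1 library gave more genes (3677 to 4069), because filterByExpr needs fewer libraries when a group has 3 mice. For DESeq2 the cause was not tested.

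Families of low counts depended most on the filter and the test. DE Olfr genes rose from 43 to 325 with DESeq2 and 753 without the filter, taste receptor genes from 0 to 3 and 8, pseudogenes from 325 to 830 and 2501, and lncRNAs from 441 to 1468 and 2937. V2r genes (106 to 110) and H2 genes (26 to 27) changed little when libraries were left out, and taste receptor genes were 0 or 1. Without the filter the change follows from the genes tested, and for DESeq2 the cause was not tested.

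DE genes missing in at least 1 strain rose from 63 to 161 when 1 read per library was allowed, 274 with a mean below 1, 6392 without the filter and 1460 with DESeq2. Those missing in exactly 1 strain rose from 47 to 109, 169, 5342 and 1420. Genes in B6 alone rose from 6 to 22 with a mean below 1 and 164 without the filter. Genes in 129, SJL and SWR alone, 0 each by the main definition, were 18, 6 and 4 with a mean below 1. They were 4, 2 and 0 with 1 read allowed, and 2, 2 and 1 without the filter. Missing V1r genes rose from 6 to 12 with a mean below 1, 30 without the filter and 15 with DESeq2, and missing V2r genes from 4 to 7 with 1 read allowed, 11 with a mean below 1 and 13 without the filter. Missing Olfr genes rose from 1 to 3 with 1 read allowed, 4 with a mean below 1, 521 without the filter and 136 with DESeq2, and to 2 without replicate 2 (1 without replicate 1). The first of these changes follow from the looser definition of missing. At a median of 11461344 reads, absence below about 1 read per library cannot be told from no expression.

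Hot spots numbered 20 and rose to 39 with a hypergeometric tail and 37 with DESeq2's calls over all genes with a read, while other windows gave 18 to 26. The cause was not tested.

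Sex DE genes rose from 7 to 12 at an unadjusted p under 0.01, which is a looser limit. Within strains, the calls without the filter were 114 in 129, 136 in B6, 18 in SJL and 24 in SWR, against 7, 10, 10 and 15, and genes near 0 reads made up the added tests. Without 129 male replicate 2, 16 genes were called in 129, and 7 without B6 male replicate 1. Interaction genes rose from 3 to 72 with DESeq2 and 428 without the filter, and ranged from 2 without SWR female replicate 2 to 8 without 129 male replicate 1. The cause was not tested.

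Within B6, the LFC of Aox4 ranged from -1.56 to -1.12, that of Olfr124 from 4.54 to 6.54 and that of Rn18s-rs5 from 1.30 to 1.66 when single libraries were left out, and each lost its call in 4, 4 and 13 of 32 fits. Within SJL, Rps16 (0.86 to 1.27) lost its call in 3 and Vmn2r98 (0.83 to 1.38) in 4 of 32. Within SWR, Vmn2r9, Wnt7b, Ajuba and Vmn1r-ps47 kept their call in 32 of 32 fits. Cldn22, Nr4a3, 2310043M15Rik and Reg1, which the rule for named genes did not select, kept it in 6, 27, 28 and 30. DESeq2 did not call Reg1. A group of 4 mice leaves such calls open.

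Pairs of lncRNAs and receptors beyond 0.8 rose from 1 to 5 with a pseudocount of 0.1, and to between 3 (without replicate 3) and 9 (without replicate 2) with fewer libraries. The correlation of Miat and Gm26870 reversed with log2 CPM (r = -0.0409, permutation p = 0.873) and ranged from -0.245 to 0.558 without 1 replicate number. Miat and Vmn1r7 ranged from -0.771 to 0.135, a reversal without replicate 4, and Gm26870 and Vmn1r139 from -0.686 to -0.459. The cause was not tested.

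In the dendrograms, the mean rho of 129 with the Swiss strains minus that of B6 with them was 0.0531 for DE genes, 0.0845 for lncRNAs and 0.0851 for receptors with DESeq2's calls. For receptors this reversed the sign under edgeR's calls. Pearson's r, complete linkage and fewer libraries left each order as it was.

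In the PCA, PC1 held 32.3% with the 500 most variable genes and 26.0 to 31.6% without 1 replicate number. PC2 held 18.5% with the variance stabilizing transformation, 13.4% with log2 CPM, 30.7% with 500 genes and 22.5 to 24.3% without 1 number. The first 4 held 63.7%, 54.0%, 85.9% and 74.2 to 76.3% in the same order, and 74.7% with the genes of filterByExpr. PC5 held 4.83% with the variance stabilizing transformation, 6.17% with 500 genes and 3.33 to 4.79% without 1 number, and PC6 3.67% with log2 CPM, 2.41% with 500 genes and 2.72 to 3.53%. With 500 genes 1 component parted the sexes in every strain, and without replicate 1, 2 or 4 also 1, against 0 without replicate 3. The cause was not tested.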

Differences from the paper's values

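The paper gives 5745 strain DE genes, or 12.8% of the genes with a read, where the deposited counts gave 3632 (8.08%). With DESeq2, which the paper's methods name, the values were 7607 and 16.9%, and of the other alternatives set before the data were examined only leaving out single libraries came within 1.5-fold (28 and 26 of 32 fits, 3677 to 4069 genes, 8.18 to 9.05%), all of them below the paper's values. In this part, within 1.5-fold of the paper's value is the limit for every alternative named, which is not the same value. The paper gives 1644 Gm and Rik genes among them, where the deposited counts gave 1070, and 30 of 32 fits that left out a library came within the limit (1054 to 1313 over all fits) while none of the other 4 alternatives did. Without these genes the paper has 4101 and the deposited counts 2562, and DESeq2 and 14 of 32 fits with a library left out (2623 to 2826 over all fits) came within the limit.

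The paper gives 12 hot spots with 241 DE genes and a length of 18.34 Mb, where the deposited counts gave 20 hot spots with 433 DE genes and 91.5 Mb. Windows of 15 genes came within 1.5-fold in the first (18 hot spots), and windows of 15 genes (290 DE genes) or over all genes with a read (348 DE genes) in the second. None of the alternatives set before the data were examined did in length.

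In the paper's hot spots, it gives 11 DE genes on chromosome 6 from 48448229, 28 from 128648576, 12 from 136506167 and 17 on chromosome 16 from 44347121, where the deposited counts gave 7, 13, 6 and 5. DESeq2 came within the limit with 9, 28, 8 and 15. On chromosome 6 from 56172928 the paper has 14 and the deposited counts 6, and DESeq2, the only alternative there, did not with 8. On chromosome 17 from 34031812 the paper gives 122 expressed genes and the deposited counts had 195 genes with a read. No alternative was run for this number, but the 113 tested genes there, which passed the filter on low counts, come within the limit.

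The paper gives 11% of the DE genes as missing in at least 1 strain, where the deposited counts gave 1.73%, and only a mean below 1 came within 1.5-fold (7.54%). It gives 627 genes missing in exactly 1 strain against 47 from the deposited counts, and none of the alternatives set before the data were examined came within the limit. For V1r genes the paper has 14 missing genes (12.3%) against 6 (6.06%), and a mean below 1 (12, 12.1%) and DESeq2 (15, 12.3%) came within it. For V2r genes it has 9 (8.1%) against 4 (3.81%), and 1 read allowed per library (7, 6.67%), a mean below 1 (11, 10.48%) and no filter on low counts (13, 10.6%) did. For Olfr genes it has 92 (65.2%) against 1 (2.33%), and DESeq2 came within the limit in number (136) and the test without the filter in percent (69.2%).

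The paper gives 141 DE Olfr genes and 504 DE pseudogenes, where the deposited counts gave 43 and 325. None of the alternatives set before the data were examined came within 1.5-fold of the first (49 to 57 when a library was left out). For pseudogenes all 32 fits that left out a library did (338 to 371), and none of the other 4. The paper gives 2 taste receptor genes against 0, 13 interleukin genes against 4, 11 interleukin receptor genes against 7 and 8 Tlr genes against 5. DESeq2 came within the limit with 3, 12, 15 and 8, the test without the filter for the last 2 with 15 and 8, and 26 and 13 of 32 fits with a library left out for the last 2 (7 to 9 and 4 to 6).

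The paper describes Olfr116 as absent from 129, where the deposited counts had a mean of 2.93. It calls Vmn1r89 among strains, where the largest LFC was -0.99, and leaves Vmn2r116 uncalled, where SWR and 129 differed by an LFC of 1.05. Its description of Vmn1r85 as higher in B6 than in every other strain held in direction, but not past FC 2 in every pair. The LFC of SWR against B6 was -0.87. The paper lists Batf, Gm25099 and Ttc22 as DE by sex in B6, where the edgeR FDR was 0.0507, 0.208 and 0.0811. It counts Gm4017 and Tspy-ps among such genes, which did not pass the filter on low counts (means of 7.20 and 3.98 in males), and Vmn1r-ps47 in SJL, where the LFC was 0.99 (edgeR FDR = 0.0597). In its Fig. 7, Vmn2r9 is marked in SJL and SWR and Vmn1r-ps47 in SWR only, which differs from its text.

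The paper states that Y homologs largely make up for the lower X genes in males apart from Eif2s3, and that the sums no longer differ significantly, where the sum of Kdm6a and Uty was higher in males by 0.26 on the log2 scale (permutation p = 1e-05). It places a hot spot on chromosome 16, where the deposited counts gave 0. Its tree of receptor genes has B6 outside and 129 next to SJL, where the DE receptors from the deposited counts had 129 outside in 62.7% of bootstraps. DESeq2's calls, a set chosen after seeing the values, placed 129 next to SJL (rho 0.801). It describes the lncRNA tree as unlike the others, where the DE lncRNAs gave the order of all genes, with B6 last in 68.6%, and DESeq2's calls mixed the strains. Its Fig. 8 legend and panel labels differ in the gene sets they name.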

Other observations

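In this part, the tests of depth, of Miat, of receptor levels by pair of strains, of splits without the 7 genes, of ciliated cells and of DESeq2's calls with the background as a term were chosen after the result was seen. For the others, what each explanation predicts was written down before the test was run, though after the pattern itself had been seen.

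The number of genes with a read was lower in 129 than elsewhere and varied among B6, SJL and SWR libraries. Over these 24 libraries it did not follow depth by itself (strain-centred r = -0.0479, permutation p = 0.838, rho = -0.206, r = -0.025 without the 2 farthest), and followed the background (r = 0.819, permutation p = 2e-05, rho = 0.897, r = 0.814 without the 2 farthest, adjusted p = 3e-04 over 15 relations). Within strains r with the background was 0.5684 in 129 (permutation p = 0.116), 0.737 in B6 (permutation p = 0.0368), 0.884 in SJL (permutation p = 0.00319) and 0.919 in SWR (permutation p = 2.4e-04). The background was itself higher at lower depth (r = -0.46, permutation p = 0.0367, adjusted 0.0789), in B6 with r = -0.884 (permutation p = 0.00106, adjusted 0.0053). By rank, B6 libraries with fewer reads had more genes (rho = -0.738, permutation p = 0.0459). Their r was only -0.482 (permutation p = 0.224, adjusted 0.334), and -0.0606 without the 2 farthest libraries, so that this relation in B6 is uncertain. With the background taken out, the number of genes did follow depth (partial r = 0.646, permutation p = 7e-04, 0.563 without the 2 farthest), and with depth taken out it followed the background (partial r = 0.899, permutation p = 1e-05, 0.8695 without the 2 farthest), so that depth was a part of the pattern and not the whole. Within 129, where the background was low, the number of genes did follow depth (r = 0.844, permutation p = 0.0152, adjusted 0.0456). Genomic DNA carries 1 X chromosome in males and 2 in females. Over 15831 genes without a read in 129 and with at most 20 reads in any library, the ratio of X to autosomal reads in males was 0.566 of that in females (permutation p = 1e-05; 0.484 in B6, 0.631 in SJL, 0.650 in SWR), and reads on Y genes numbered 670 in males and 14 in females, while over 540 tested X genes the median LFC by sex was 0.001. These values are consistent with genomic DNA in the libraries, at different amounts. Markers of the main olfactory epithelium did not follow the background (r = 0.0648, permutation p = 0.84).

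Marker lists were compared with the background over B6, SJL and SWR and with PC4 over 32 libraries, each as a family of 11. The strain-centred r with the background was -0.429 for mature vomeronasal sensory neurons, -0.164 for red blood cells, 0.429 for B lymphocytes, 0.814 for T lymphocytes, 0.161 for neutrophils, 0.075 for macrophages, -0.123 for glands, -0.104 for bone and cartilage, 0.782 for skeletal muscle and -0.0459 for ciliated cells. T lymphocyte and skeletal muscle markers (adjusted permutation p = 2.75e-04 each) had means of 2.24 to 4.67 and 2.70 to 3.98 normalized counts, as low as the background itself. The r with PC4 was 0.776 for glands (adjusted permutation p = 5.5e-05), 0.728 for neutrophils (adjusted permutation p = 1.1e-04) and 0.536 for macrophages (adjusted permutation p = 5.5e-04), and between -0.208 and 0.3797 for main olfactory neurons, vomeronasal neurons, red blood cells, B and T lymphocytes, bone and cartilage, and skeletal muscle.

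Of the 28 DE genes of edgeR without a read only in 129, 0 lost their call with the background as a term, and of the 43 DE Olfr genes 9.3% (4 genes) did, so that the lower background of 129 was not the cause of most of these calls. Of 1370 such genes called by DESeq2, 93.8% lost their call, and of its 325 Olfr genes 74.2% did. As 50.8% of all 7607 DESeq2 genes and 19.2% of the 3632 edgeR genes did as well, and the background differs between strains, part of this loss may be lost power. The reads on DE Olfr genes followed main olfactory epithelium markers (r = 0.607, permutation p = 0.0138, rho = 0.268, permutation p = 0.162), but this rested on B6 male replicates 3 and 4, without which r was 0.145 (permutation p = 0.546), so that tissue of the main epithelium can be neither excluded nor shown.

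V1r genes were slightly higher in males (138 of 178). The median LFC of V1r genes exceeded that of all tested genes by 0.0976. The normalization itself holds the median of all tested genes near 0 (-0.001). This difference therefore restates the V1r median (0.0964) and cannot test a shift by the normalization. Gnai2, the G protein of V1r neurons, changed by 0.072 (permutation p = 0.134), Gnao1 by -0.110 (permutation p = 0.0958) and Omp by 0.004 (permutation p = 0.936). Meis2, also written down as a marker of V1r neurons, changed by 0.003 (permutation p = 0.878), and V1r minus V2r genes by 0.036 (permutation p = 0.283, in that direction in 2 of 4 strains), which do not speak for a larger share of V1r neurons in males. The mean over V1r genes itself changed by 0.087 (permutation p = 0.0475, adjusted 0.224 over 8 tests), too little for these markers to decide.

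Reads of 129, SJL and SWR could map less well than those of B6 to the B6 genome. Of 164 DE V1r and V2r genes, 27.4% were highest in B6 (95% interval 20.8 to 34.9%), while 83 were lowest in 129, 36 in B6, 28 in SJL and 17 in SWR. Of all 280 tested V1r and V2r genes that are not pseudogenes, 42.5% were higher in B6 than in SJL (interval 36.6 to 48.5%) and 34.6% than in SWR (29.1 to 40.5%), so that poorer mapping did not set the order against these strains. Against 129 it was 58.2% (52.2 to 64.1%), which poorer mapping of 129 reads would give as well as lower levels in 129, and these cannot be told apart because the reads of a strain and its levels change together. Miat in B6 was at 0.0159 of its mean in the other strains, the opposite of what poorer mapping would give.

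With the 571 receptors that DESeq2 called, 129 joined SJL. Without the Olfr genes, the mean rho of SJL and SWR exceeded that of 129 and SJL by 0.0499, which is consistent with Olfr genes near the background setting that order.

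Libraries were also regrouped at random with groups kept balanced. The real split was the only 1 of 100 with as many strain DE genes (largest other number 511) and the only 1 of 100 with as many sex DE genes (largest other 0). The 7 sex DE genes lie on the X and Y chromosomes, where only the real split could give them, so that this says little. At an FDR under 0.05 and no limit on FC, the real split gave 52 genes, 16 of them on X or Y, and the largest other number was 1. Within strains, over the 35 splits of 4 against 4 mice, the counts with these 7 genes are fixed in the same way (1 of 35 splits with as many in 129, SJL and SWR, 2 of 35 in B6). Besides the 7, SJL had 3 genes (1 of 35 splits with as many, largest other 1) and SWR 8 (1 of 35, largest other 0). In 129 the 7 made up all calls, while another split gave 4. In B6, 2 of 35 splits had as many as the 3 genes besides the 7, and the other split gave 94 genes, so that these 3 could arise without sex. That split set B6 female replicates 1, 3 and 4 and male replicate 4 apart. Of the 4 libraries with the most background, 3 lay on the opposite side, too few to tell whether background set it. On PC4, female replicates 1 and 3 and male replicate 4 scored 34.3, 1.1 and 2.21, and female replicate 4 scored -7.53. The opposite side ranged from -11.4 to -5.34, so that what PC4 reflects also stays open as a source of that split.

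PC5 and PC6 followed the background within strains (r = 0.555, permutation p = 9.9e-04, rho = 0.458, r = 0.554 without the 2 farthest; and r = 0.5682, permutation p = 0.00321, rho = 0.548, r = 0.503 without the 2 farthest; adjusted 0.00594 and 0.00963 over 6 relations).

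Vmn2r-ps53 had 755 ± 75.8 normalized counts in SJL, 607 ± 51.7 in 129, 49.3 ± 10.1 in SWR and 39.5 ± 11.1 in B6 (SJL against B6, LFC 4.22).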
